# 3D Cell Culture-Based Global miRNA Expression Analysis Reveals miR-142-5p as a Theranostic Biomarker of Rectal Cancer Following Neoadjuvant Long-Course Treatment

**DOI:** 10.3390/biom10040613

**Published:** 2020-04-16

**Authors:** Linas Kunigenas, Vaidotas Stankevicius, Audrius Dulskas, Elzbieta Budginaite, Gediminas Alzbutas, Eugenijus Stratilatovas, Nils Cordes, Kestutis Suziedelis

**Keywords:** colorectal carcinoma, rectal cancer, 3D cell culture, miRNA, tumor microenvironment, cell adhesion, cancer biomarkers, neoadjuvant therapy, miR-142

## Abstract

Altered expression of miRNAs in tumor tissue encourages the translation of this specific molecular pattern into clinical practice. However, the establishment of a selective biomarker signature for many tumor types remains an inextricable challenge. For this purpose, a preclinical experimental design, which could maintain a fast and sensitive discovery of potential biomarkers, is in demand. The present study suggests that the approach of 3D cell cultures as a preclinical cancer model that is characterized to mimic a natural tumor environment maintained in solid tumors could successfully be employed for the biomarker discovery and validation. Subsequently, in this study, we investigated an environment-dependent miRNA expression changes in colorectal adenocarcinoma DLD1 and HT29 cell lines using next-generation sequencing (NGS) technology. We detected a subset of 16 miRNAs differentially expressed in both cell lines cultivated in multicellular spheroids compared to expression levels in cells grown in 2D. Furthermore, results of in silico miRNA target analysis showed that miRNAs, which were differentially expressed in both cell lines grown in MCS, are involved in the regulation of molecular mechanisms implicated in cell adhesion, cell-ECM interaction, and gap junction pathways. In addition, integrins and platelet-derived growth factor receptors were determined to be the most significant target genes of deregulated miRNAs, which was concordant with the environment-dependent gene expression changes validated by RT-qPCR. Our results revealed that 3D microenvironment-dependent deregulation of miRNA expression in CRC cells potentially triggers essential molecular mechanisms predominantly including the regulation of cell adhesion, cell–cell, and cell–ECM interactions important in CRC initiation and development. Finally, we demonstrated increased levels of selected miR-142-5p in rectum tumor tissue samples after neoadjuvant long course treatment compared to miR-142-5p expression levels in tumor biopsy samples collected before the therapy. Remarkably, the elevation of miR-142-5p expression remained in tumor samples compared to adjacent normal rectum tissue as well. Therefore, the current study provides valuable insights into the molecular miRNA machinery of CRC and proposes a potential miRNA signature for the assessment of CRC in further clinical research.

## 1. Introduction

Colorectal cancer (CRC) is the most common malignancy of the gastrointestinal tract. Approximately 1.23 million new cases are estimated each year worldwide, which defines CRC as the third leading oncologic disease after lung and breast cancer [1]. The delayed diagnosis of CRC is the major impediment to successful anti-cancer therapy. Early detected CRC is effectively cured by surgical tumor resection, meanwhile, cancer diagnosed at advanced stages leads to poor 12.5% five-year survival, regardless of anti-cancer treatment applied [2]. The progression of colorectal cancer is an asymptomatic process and its clinical manifestations are observed only when the adjacent tissues are invaded. Another challenging feature of CRC is its exclusively rapid development, which exacerbates full recovery even when the early stage is detected. Hence, the early diagnosis, prognosis, and evaluation of the current status of disease development of CRC could be greatly facilitated by cancer-specific molecular biomarkers [3].

A current clinical diagnosis of CRC is based on the assessment of several cancer-specific molecular biomarkers including carcinoembryonic antigen (CAE) and CA19-9. However, these molecules do not provide reliable diagnostic results due to insufficient specificity and sensitivity for the tumor tissue [4]. Therefore, the identification of novel highly sensitive molecular biomarkers remains a quintessential aim. A recent discovery of cancer-related and tissue-specific deregulation of miRNAs has suggested its further potential applicability in cancer detection and treatment [5]. Furthermore, a small size, inherent stability, and the resistance to RNAse hydrolysis represent the miRNAs as appropriate molecular markers. In addition, their extreme stability and predictive properties in biological fluid samples further encourage the translation of miRNAs as potential biomarkers in the clinical practice [6].

The research of potential cancer biomarkers raises the demand for a proper experimental design. However, the discovery of novel biomarkers requires hundreds of high-quality patient samples reducing the ability to screen potential biomarkers in large-scale [7]. Besides, validation of reproducible, specific and sensitive biomarkers is limited by case-specific disease progression in patients usually undergoing long term therapy and various bio-specimen characteristics [8,9]. These restrictions have provoked the approach of in vitro cell line models approximating the characterization of potential tumor markers. However, the most common two-dimensional (2D) cell culture in vitro models typically grown on 2D plastic surfaces which is far different from the native tumor environment resulting in poor clinical relevance. Thus, to achieve clinically relevant results, a three dimensional (3D) tumor environment in vivo remains to be taken into consideration. For this reason, recently developed 3D cell culture models are extensively applied in cancer research for its ability to closely mimic the tumor microenvironment including the reflection of native cellular morphology, proliferation rates and gene expression patterns observed in tumor tissue in vivo [10,11]. Previous reports indicated that the drug response of tumor cells grown in 3D cell cultures is more consistent with tumor resistance compared to cells cultivated in 2D [12,13,14]. Therefore, this suggests that the applications of 3D cell culture models are necessary to discover clinically relevant biomarkers leading to the advancements in the development of anticancer therapies and more personalized medicine.

To address this question, in the present study we applied a 3D multicellular spheroid cell culture model and investigated the microenvironment-dependent changes of miRNA expression in colorectal carcinoma DLD1 and HT29 cell lines. Next-generation sequencing (NGS) technology was employed for the analysis of miRNA expression levels in CRC cells cultivated in 3D multicellular spheroid (MCS) and 2D cell cultures. The analysis revealed 16 miRNAs commonly expressed in both CRC cell lines in a 3D-dependent manner. Furthermore, target analysis of differentially expressed miRNAs suggested the potential implication of certain miRNAs in the regulation of molecular CRC processes including cell adhesion, cell–ECM interactions. A consecutive gene expression analysis of potential miRNA targets elucidated gene expression changes in cells cultivated under 3D cell culture conditions which corresponded to our bioinformatical in silico analysis. To validate our model, we evaluated the expression levels of 5 selected miRNAs, (miR-26b-5p, miR-142-5p, miR-194-5p, miR-301a-5p and miR-3074-5p) in tumor samples (*n* = 72) collected from 24 patients. The analysis revealed increased levels of selected miRNA miR-142-5p in rectum tumor tissue samples after neoadjuvant long course treatment compared to miR-142-5p expression levels in tumor biopsy samples collected before the therapy. The elevation of miR-142-5p expression remained in tumor samples compared to adjacent normal rectum tissue as well. In conclusion, the profile of differentially expressed miRNAs determined in this study could have potential diagnostic and therapeutic applications assessing the patients with CRC.

## 2. Materials and Methods

### 2.1. Cell Lines

Human colorectal carcinoma DLD1 (CCL-221^TM^) and HT29 (HTB-38^TM^) cell lines were obtained from the American Type Culture Collection (Rockville, Maryland, USA). The cells were maintained in RPMI-1640 (DLD1) and DMEM (HT29) cell culture media (ThermoFisher Scientific, Waltham, Massachusetts, USA) respectively, supplemented with 10% fetal bovine serum (ThermoFisher Scientific), 2mM glutamine (ThermoFisher Scientific), 1mM sodium pyruvate (ThermoFisher Scientific ), 100 UI/mL penicillin (Merck, Darmstadt, Germany) and 0.1 mg/mL streptomycin (Merck). CRC cell cultures were maintained at 37 °C in a humidified atmosphere containing 5% CO_2_.

### 2.2. Cell Culture Models

All experiments were performed following 6 days of cell growth and repeated at least three times. Cell culture media were changed every second day. The 2D monolayers were obtained by plating 3.5 × 10^4^ DLD1 and 1.0 × 10^5^ HT29 cells in 25 cm^2^ plastic cell culture flasks. Three-dimensional (3D) multicellular spheroids (MCSs) were formed as described previously [15] with minor modifications. Briefly, 7.0 × 10^3^ DLD1 and 3.5 × 10^3^ HT29 cells were suspended in 200μL cell culture medium then plated in each well of 96 round-bottom well plates and centrifuged at 1000× *g* for 10 min. To prevent cell attachment to the surface of the culture plates, each round-bottomed well was pre-coated with a layer of 1% agarose solution in sterile water. Cells were photographed with an inverted optical microscope Eclipse TS100 (Nikon, Tokyo, Japan) and digital camera DS-Fi2 (Nikon), 2 and 6 days after seeding. The size of multicellular spheroids was assessed by measuring spheroid diameter using SpheroidSizer 1.0 as described previously [16]. Multicellular spheroids that reached 400 ± 20 µm diameter 2 days after cell platting were further cultivated for the experiments.

### 2.3. Patient Samples

The study was approved by the Ethics Committee of Vilnius Region Biomedical Research (2017-07-04; No. of permission 158200-17-930-433) and informed consent was obtained from all participants. All clinical procedures were carried out at the National Cancer Institute in Lithuania between 2017–2019 according to Helsinki regulation. Patients diagnosed with rectal cancer received neoadjuvant long-course chemoradiotherapy which included 25–28 fractions of irradiation (total dose of 45–51 Gy) and fluorouracil based treatment during 5 week period. Tumour and adjacent normal rectum tissue samples were collected during surgical tumor resections 8–12 weeks after the neoadjuvant treatment and stored at −80°C in RNAlater (ThermoFisher Scientific) until needed. The sample cohort contained three groups and included rectal tumor samples collected from patients before long course neoadjuvant treatment (n=24), normal (*n* = 24) and tumor tissue (*n* = 24) samples collected from the same patients after the therapy. Patient demographic and clinical characteristics are summarised in Table 1.

### 2.4. RNA Extraction

Total RNA enriched in small non-coding RNAs was isolated from tumor tissue samples or from 1 × 10^6^ of CRC cells grown in monolayer and MCS 6 days after cell plating using MirVana miRNA isolation Kit (ThermoFisher Scientific) according to manufacturer’s instructions. The quantity and quality of total RNA were evaluated using Nanodrop (ThermoFisher Scientific). Subsequent RNA integrity assessment, based on the evaluation of 28S and 18S ribosomal subunit peaks in electropherogram, was performed using Bioanalyzer 2100 (Agilent, Santa Clara, California, USA). Total RNA samples with A260/280 ratio of more than 1.95 and a high RNA integrity number were used for further experiments.

### 2.5. miRNA Library Sequencing and NGS Data Proceeding

2 μg of total RNA were applied for small RNA sequencing library preparation using the NEXTflex small RNA sequencing kit (Bioo Scientific, Austin, Texas, USA) according to the manufacturer’s instructions. High-throughput sequencing of prepared small RNA libraries was performed using Illumina HiSeq 2500 sequencer (Illumina, San Diego, California, USA) at BaseClear sequencing facility (BaseClear, Leiden, The Netherlands). Reads and its corresponding quality scores provided by the next-generation sequencing were stored in FASTQ files using CASAVA pipeline v.1.8.3. Qualitative evaluation of high throughput sequencing data was performed using FastQC v0.10.1 as described previously [17]. 3‘ adapter sequences and random 4N bases wrapping each read were trimmed using Cutadapt v1.9.1 [18] and reads with length less than 15 nucleotides and the quality score less than 25 were excluded from further analysis. Remaining sequences were aligned to the human genome GRCh37 using short read alignment tool Bowtie2v.2.2.9 [19] and mature miRNAs were identified by aligning the mapped reads to the annotated miRNA sequences from miRBase v21 data depository [20].

To evaluate miRNA expression changes in cells cultivated in 2D and 3D environments, reads of each miRNA were analyzed using Bioconductor’s edgeR software package v.3.4.2 [21]. Read counts were normalized using the upper quartile method and p values were adjusted with the Benjamini-Hochberg method. Statistical analysis was conducted using Fisher exact test. MiRNAs with at least 1.5 fold change, not less than 10 reads per million transcripts in miRNA library and *p*-value < 0.05 were considered significantly differentially expressed. High-throughput sequencing data are available at the GEO database (Accession No. GSE112492).

### 2.6. Functional miRNA Target Analysis

The potential regulatory mechanisms of differentially expressed miRNAs in CRC cells cultivated in 3D MCSs were assessed by using in silico bioinformatical tools. Firstly, to provide a set of the most relevant candidate gene targets of the corresponding miRNAs, two strategies were employed to collect two distinct groups of experimentally validated and in silico predicted miRNA targets. This separated data analysis design was preferred because the set of evidently validated miRNA target genes is limited on experimental data collected in database. Meanwhile, target gene prediction tools could generate thousands of statistical miRNA-mRNA interactions lacking biological evidence. Strong experimental evidence-based miRNA targets were identified using miRTarBase database [22]. Meanwhile, predicted miRNA targets were analyzed using DIANA Tools web server and microT-CDS v5.0 toolkit (http://diana.imis.athena-innovation.gr/) [23,24]. miRNA targeted genes score (miTG score) of 0.8 was determined as a minimum threshold value for microT-CDS algorithm. Secondly, to extract key pathways associated with miRNAs differentially expressed in CRC cells, KEGG pathway enrichment analysis was performed using obtained target gene sets. KEGG categories enriched in strong experimental evidence-based miRNA targets were assessed using WebGestalt 2017 online resource [25,26], meanwhile DIANA mirPath v.3 online enrichment tool [27] was employed for the enrichment analysis of predicted miRNA targets. *p* values were calculated using the hypergeometric test and adjusted with multiple Benjamini and Hochberg testing. Functional categories were considered as significantly enriched if at least 5 genes were assigned and the corrected *p*-value was lower than 0.05. Thirdly, to identify differentially expressed leading strand miRNAs located in polycistronic miRNA clusters, data provided in miRBase [20] was analyzed. Differentially expressed miRNAs encoded in less than 10kb distance and located in the same DNA strand were considered to be encoded in a polycistronic miRNA cluster.

### 2.7. Differential miRNA Expression Analysis by RT-qPCR

For miRNA sequencing data validation, the expression of mature miRNAs was quantified by RT-qPCR method. cDNA synthesis was performed using Revert Aid RT Kit (ThermoFisher Scientific) according to manufacturer‘s instructions with minor changes as described previously [28]. Briefly, each reaction mixture included 4 µL of reaction buffer, 0.8 µL of dNTP mix, 0.8 µL of 0.25 µM stem-loop RT primer, 0.4 µL of Ribolock RNase inhibitor, 1 µL of 200 ng/µL RNA, 12 µL of nuclease-free water and 200U of Revert Aid Reverse Transcriptase. RT-qPCR was performed using Realplex4 Mastercycler thermocycler (Eppendorf, Hamburg, Germany) and Luminaris HiGreen qPCR Master Mix (ThermoFisher Scientific) according to the manufacturer’s instructions. Briefly, for each reaction in a 96 well plate, 1 μL of 4 times diluted cDNA, 5μL Luminaris HiGreen qPCR Master Mix, 3.4 μL nuclease-free water and 0.3 μM forward and reverse primer was used. Reaction cycling conditions included polymerase activation at 95 °C for 3 min, followed by 3 cycles of denaturation at 95 °C for 15 s, annealing at 55 °C for 1 min and extension at 60·°C for 30 s. These steps were then followed by 40 cycles of 2-step amplification consisting of denaturation at 95 °C for 15 s, annealing, and extension at 60 °C for 15 s. The relative changes of miRNA expression were calculated by ΔΔCt method and U6 and RNU48 snRNAs were used as an internal control to normalize the miRNA expression. Primer sequences used for gene expression analysis are shown in Additional file 1 Table S1 and S2.

### 2.8. Differential Predicted Target Gene Expression Analysis by RT-qPCR

To determine gene expression changes of potential miRNA targets in cells cultivated in a 3D environment, RT-qPCR was performed. cDNA was synthesized using 1μg of total RNA and Revert Aid RT Kit (ThermoFisher Scientific) according to manufacturer‘s instructions. Random hexamer primers included in the manufacturer‘s kit were used following the protocol. RT-qPCR was performed using Realplex4 Mastercycler thermocycler (Eppendorf) and KAPA SYBR FAST qPCR Kit (KAPA Biosystems, Wilmington, Massachusetts, USA) according to the manufacturer’s instructions. Briefly, for each reaction in a 96 well plate, 1 μL of 10 times diluted cDNA, 5μL KAPA SYBR FAST Master Mix, 3.8 μL nuclease-free water and 0.2 μL of 10 μM forward and reverse primer mix was used. Reaction cycling conditions included polymerase activation at 95 °C for 3 min, followed by 40 2-step amplification cycles consisting of denaturation at 95 °C for 15 s and annealing/extension at 60 °C for 30 s. The relative changes of gene expression were calculated by ΔΔCt method and TBP housekeeping gene was used as an internal control to normalize gene expression. Primer sequences used for gene expression analysis are shown in Additional file 1 Table S3.

### 2.9. Statistical Analysis

The statistical significance of gene expression differences in cells cultivated in 3D versus 2D cultures was calculated using an unpaired *t*-test. Differences in miRNA expression levels in tumor tissue samples were evaluated using paired *t*-test. The observations with a *p*-value of less than 0.05 were considered significant. Each observation is represented as the mean ± standard deviation of three independent biological experiments.

## 3. Results

### 3.1. The Three-Dimensional Environment Promotes Global miRNA Expression Changes in CRC Cell Lines

The cell growth in MCS is followed by the formation of the heterogeneous cellular zones within spheroid which was highly anticipated in the present study. Thus, to observe fully developed characteristic proliferation zones in MCS, CRC cells were cultivated for 6 days. On day 6, the cells (Figure 1A) exhibited a distinctive flat morphology and formed flat colonies which reached 80% confluence under 2D conditions. Meanwhile, in the MCS culture cells formed 3D non-adherent spheroids which reached the diameters of 548 ± 10 μm for DLD1 and 582 ± 10 μm for HT29 cells, respectively. Then, to identify the microenvironment-dependent miRNA expression changes in CRC cells grown in MCS and 2D, Illumina’s high-throughput sequencing platform for miRNA expression profiling was applied.

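Small RNA libraries came from DLD1 and HT29 cells, both established human colorectal adenocarcinoma cell lines, cultivated for 6 days in 2D or as MCS. Each cell line and culture had 2 replicate libraries, 8 in all. For 2D culture 35000 DLD1 or 100000 HT29 cells were seeded, and for MCS 7000 DLD1 or 3500 HT29 cells per well. The DLD1 libraries were prepared with version 3 of the small RNA kit and the HT29 libraries with version 2, so that the kit and the cell line cannot be told apart, and fold changes were computed within each cell line. The authors trimmed adapters and random bases, removed short and low-quality reads, aligned the rest to the human genome GRCh37 with Bowtie2 and then to the mature miRNAs of miRBase. They deposited the number of reads counted on each mature miRNA, without normalization. The paper's text does not say how a read matching several mature miRNAs was counted, so the counts of closely related miRNAs could hold reads of each other. The libraries of DLD1 cells held 15814475 and 25477315 miRNA counts in 2D (replicates 1 and 2) and 18069336 and 20463716 in MCS. Those of HT29 cells held 10495634 and 26211524 in 2D and 10745232 and 17182624 in MCS. The counts were scaled with edgeR's upper quartile factors, computed over all miRNAs with at least 1 count in the cell line. In each cell line, MCS was tested against 2D with edgeR's quasi-likelihood test, without a term for the replicate number, over the miRNAs with a mean of at least 10 counts-per-million (CPM). A miRNA was taken as differentially expressed with a fold change of at least 1.5 in either direction and a Benjamini-Hochberg adjusted p-value under 0.05. For a single miRNA, 2 libraries against 2 cannot give a p below 0.3333 in a 2-sided exact permutation test. Reads that are copies of one molecule were not set apart, so the confidence intervals given with shares of counts cover counting error only.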

The NGS obtained a total read count of 11 to 36 million reads per sample for DLD1 and HT29 cells grown in MCS and 2D (Additional file 2 Table S1). 

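This range is of all reads sequenced. The values used here rest on the reads counted on miRNAs in each library. In DLD1 cells, 350 and 349 miRNAs reached 10 CPM in the replicates of 2D and 351 and 317 in those of MCS. In HT29 cells, 237 and 327 miRNAs did so in 2D and 275 and 338 in MCS. The 10 most abundant miRNAs took 62.9% to 67.4% of the miRNA counts in each DLD1 library. In HT29 cells their share was 85.9% in 2D and 80.8% in MCS in replicate 1, against 68.0% and 63.9% in replicate 2, so that this share differed more between the HT29 replicates than between the cultures. Replicates were compared by a chi-square test of their counts. The chi-square per degree of freedom was 247 for DLD1 2D, 259 for DLD1 MCS, 11188 for HT29 2D and 8935 for HT29 MCS, against 0 for the same counts deposited again and about 1 for a library sequenced again. This says nothing else about how the replicates relate, and they were taken as separate from their labels.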

A total of 90–98% of raw reads passed quality and length control following adapter removal for DLD1 and HT29 miRNA library samples. Approximately 98% of these reads were mapped to the human genome. The length distribution indicated that the majority of annotated reads of DLD1 cell samples were 22 nucleotides in length (Additional file 2 Figure S1A). 

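In HT29 cells, miR-10a-5p took 47.3% (95% Wilson interval 47.224 to 47.285) of the miRNA counts in replicate 1 of 2D and 10.6% (95% Wilson interval 10.567 to 10.59) in replicate 2. Its shares in MCS were 38.5% (95% Wilson interval 38.515 to 38.573) and 6.57% (95% Wilson interval 6.5613 to 6.5847). The means, 28.9% ± 25.9 in 2D and 22.6% ± 22.6 in MCS (SD, n = 2), differ by less than the libraries of one culture do. In DLD1 cells miR-10a-5p took 15.7% ± 0.706 in 2D and 18.9% ± 0.139 in MCS (SD, n = 2). The share of miR-20a-5p in HT29 cells was 2.28% ± 0.550 in 2D and 1.82% ± 0.668 in MCS (SD, n = 2). Both mature arms of the miR-200b hairpin were counted, which lies on chromosome 1 of GRCh37 from 1102484 to 1102578 on the plus strand, outside annotated host genes. In HT29 cells, miR-200b-5p took 0.0287% ± 0.00982 in 2D and 0.0276% ± 0.0152 in MCS (SD, n = 2), and the opposite arm, miR-200b-3p, chosen for report after its values were seen, took 7.39% ± 5.93 and 7.40% ± 5.28 (SD, n = 2). Read lengths were not analysed here.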

Mapping the reads to the mature miRNAs showed that the read-length peak of 23 nucleotides observed in HT29 samples was due to a high content of mature 23 nt length miRNA sequences including miR-10a-5p, miR-200b-5p, and miR-20a-5p. In addition, the distribution of annotated reads showed that approximately 87% of mapped reads were attributed to mature miRNA sequences in DLD1 cell samples and over 90%—in HT29, showing a significant library enrichment in mature miRNAs (Additional file 2 Figure S1B). Next, the differences of miRNA transcript levels in CRC cells cultivated in 3D and 2D cultures were evaluated using an edgeR-based R pipeline defining those miRNAs as significantly differentially expressed with at least 1.5 fold change, not less than 10 transcripts per million reads in miRNA library and *p*-value < 0.05. 

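With the mean of 10 CPM, 346 miRNAs were tested in DLD1 and 301 in HT29, and 250 of them in both cell lines. The biological coefficient of variation fitted by edgeR was 0.193 in DLD1 and 0.521 in HT29. Between replicates of one culture, the median absolute difference of a miRNA was 0.26 on the log2 scale in DLD1 and 0.68 in HT29. The test was tried on counts simulated with the means and library sizes of these libraries, in which 200 miRNAs were changed 4-fold. All miRNAs of a cell line were given the same spread, fitted to its libraries, and the simulated replicates were independent. Of the 51 changed miRNAs that reached the mean of 10 CPM, it called 51 in the DLD1 simulation and 31 (60.8%) in the HT29 simulation. It also called 4 unchanged miRNAs among the 349 tested in the former and 3 among the 307 tested in the latter. In the sequenced HT29 libraries the spread varied between miRNAs, and libraries with the same replicate number deviated together. The 60.8% may therefore be too high for them.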

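Over the DLD1 and HT29 libraries, 144 miRNAs were differentially expressed in at least 1 cell line at an adjusted p-value under 0.05. The threshold on the unadjusted p-value gave 168. The alternative that moved this number most was a fit of all 8 libraries together, with a spread shared by both cell lines, which gave 32.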

Based on these statistical significance parameters, the NGS analysis revealed a total of 155 miRNAs were differentially expressed in CRC cells grown in MCS compared to the expression levels in cells cultivated in 2D (Figure S1B, Additional file 3).

Among these, a total of 139 differentially expressed miRNAs were identified in DLD1 and 32 miRNAs—in HT29. 

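Each of the 144 miRNAs was called in DLD1 cells, where the unadjusted p-value gave 160. In HT29 cells 0 of the tested miRNAs passed the adjusted threshold, with a smallest adjusted p of 0.558 in edgeR's quasi-likelihood test, and 13 passed at an unadjusted p-value under 0.05. The fit of all libraries together called 31 miRNAs in DLD1 and 3 in HT29. The HT29 count moved most, to 47, when the replicate number was added to the model as a block. By the fitted fold change alone, without a test, 162 miRNAs differed by at least 1.5-fold in DLD1 and 100 in HT29. Leaving out each library in turn gave 161 to 168 in DLD1 and 119 to 156 in HT29. The highest HT29 numbers were 156 without replicate 1 of MCS and 155 without replicate 2 of 2D.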

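Of the miRNAs differentially expressed in DLD1 cells grown in MCS, 104 (72.2%) were up-regulated and 40 were down-regulated. This split followed the scaling of the libraries. With TMM factors 76 miRNAs were up-regulated and 63 down-regulated (54.7% up), with DESeq2's size factors (RLE) 91 and 51 (64.1% up), and with library totals alone 61 and 89 (40.7% up). An upper quartile over the tested miRNAs only, an alternative chosen after the data had been examined, gave 50 and 95 (34.5% up). Compared with the upper quartile over all miRNAs, these scalings shifted the DLD1 log2 fold changes by a median of -0.20, -0.12, -0.37 and -0.45. The upper quartile over all miRNAs lay between 5.24 and 8.20 CPM in the DLD1 libraries, under the 10 CPM needed for a test. In HT29 cells, 9 of the 13 miRNAs with an unadjusted p-value under 0.05 were up-regulated, against 8 of 15 with the upper quartile over the tested miRNAs. The same scalings, in the same order, shifted the HT29 log2 fold changes by a median of -0.07, -0.01, 0.13 and -0.24.

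**Figure D1:**
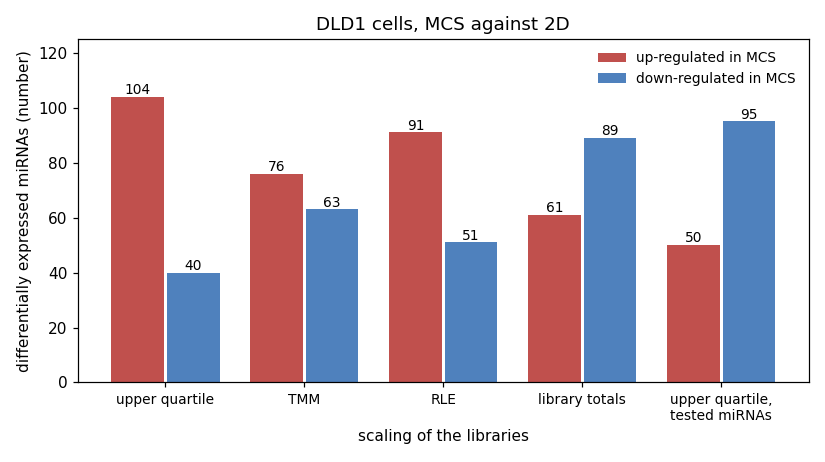
Number of miRNAs differentially expressed in DLD1 cells, MCS against 2D (vertical axis, number of miRNAs), with each scaling of the libraries (horizontal axis). Red bars are up-regulated and blue bars down-regulated miRNAs, from 104 against 40 with the upper quartile over all miRNAs to 50 against 95 with the upper quartile over the tested miRNAs.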

Approximately 75% and 66% of differentially expressed miRNAs were up-regulated in DLD1 and HT29 cells grown in MCS, respectively. To elucidate the distribution of miRNA expression profiles in DLD1 and HT29 cells cultivated in MCS, hierarchical clustering analysis was performed. 

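The median absolute log2 fold change between MCS and 2D was 0.56 over the miRNAs tested in DLD1 and 0.38 over those tested in HT29. In DLD1 cells, both MCS libraries lay above, or both below, both 2D libraries for 245 miRNAs (70.8%), and in HT29 cells for 86 (28.6%). Chance alone gives 33.3% for independent libraries. Same-numbered HT29 libraries deviated together across miRNAs (correlation 0.788), so 33.3% is not the chance level there and the 28.6% cannot be read against it. Whether the response to MCS differs between the cell lines was tested for each miRNA as the interaction of cell line and culture. At an adjusted p-value under 0.05, 0 of the 250 miRNAs tested in both lines passed edgeR's quasi-likelihood test, and 25 passed at an unadjusted p-value under 0.05. DESeq2 called 20. In counts simulated in the same way, with 4-fold changes in either line, the interaction test called 19 of 64 changed miRNAs (29.7%). This share may likewise be too high for the sequenced libraries.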

The heatmap showed more robust changes in miRNA expression in DLD1, than in HT29 cells cultivated in MCS (Figure 1C). Furthermore, a total of 16 differentially expressed miRNAs which were expressed in both cell lines in an environment-dependent manner is depicted in Figure 1D. 

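Among the miRNAs called in each cell line here, 0 were called in both. At an unadjusted p-value under 0.05, 5 miRNAs passed in both lines. These were miR-1246, miR-142-5p, miR-210-3p and miR-375, up-regulated in MCS, and miR-4454, down-regulated. edgeR's exact test called 2 miRNAs in both lines, miR-1246 and miR-210-3p, and DESeq2 called 4, these and miR-142-5p and miR-375. With the replicate number as a block, 21 were called in the same direction in both lines, 6 of them in Figure 1D. A further 2 were called in opposite directions. The labels tie libraries with the same replicate number to no shared batch. Their deviations from the mean of their culture did correlate across miRNAs, at 0.788 in HT29 and 0.338 in DLD1. The fold changes of the cell lines share no library, since each line was compared with its own 2D culture. The paper takes the miRNAs selected by its thresholds in both cell lines as environment-dependent.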

To determine the most distinctive miRNA expression discrepancies, we enlisted the top10 differentially expressed (up- or down-regulated) miRNAs in DLD1 and HT29 cells cultivated in MCS (Additional file 2 Table S2). 

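In DLD1 cells, miR-1246 had 53.0 ± 3.57 normalized CPM in 2D and 574 ± 227 in MCS (SD, n = 2), a log2 fold change of 3.43 (standard error 0.26). The 5p arm of miR-9 had 51.9 ± 6.33 normalized CPM in 2D and 421 ± 146 in MCS (SD, n = 2), a log2 fold change of 3.03 (standard error 0.26). For its 3p arm the values were 17.2 ± 5.07 normalized CPM in 2D and 147 ± 58.3 in MCS (SD, n = 2), a log2 fold change of 3.05 (standard error 0.31). The levels of miR-371b-3p were 241 ± 38.5 normalized CPM in 2D and 32.4 ± 8.40 in MCS (SD, n = 2), a log2 fold change of -2.91 (standard error 0.29). Their adjusted p were 2.26e-32, 9.44e-26, 8.48e-20 and 1.81e-20, in this order, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In DLD1 this fit took the spread of each miRNA fully from the trend over miRNAs. With TMM factors, RLE, library totals alone, the exact test, DESeq2 and at least 10 CPM in every library, these adjusted p were at most 0.000213, 6.54e-05, 0.000232 and 6.54e-05. In the quasi-likelihood test of all libraries in 1 fit, applied to single miRNAs only after the other values were seen, they were 0.0464, 0.0325, 0.0141 and 0.00928, and all 4 were still called. With each library left out in turn, the log2 fold change stayed at 2.79 to 3.73 for miR-1246, 2.56 to 3.17 for miR-9-5p, 2.55 to 3.31 for miR-9-3p and -3.25 to -2.83 for miR-371b-3p. Several hairpins give the same miR-9 sequence, so its counts cannot be assigned to one of them. MIR9-1 lies on chromosome 1 of GRCh37 from 156390123 to 156390230 on the plus strand, outside annotated host genes, and MIR9-3 on chromosome 15 from 89911248 to 89911337 on the plus strand, in an exon of the lncRNA gene MIR9-3HG. The hairpin of miR-371b lies opposite that of miR-371a, and the paper's text does not say whether strand was used in counting.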

DLD1 cells cultured in MCS exhibited a distinct up-regulation of miR-1246 and miR-9 and a robust down-regulation of miR-371b-3p. Meanwhile, in HT29 cells, miR-210-3p was the most up-regulated and miR-934—down-regulated miRNAs.

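The level of miR-210-3p in HT29 cells was 132 ± 47.7 normalized CPM in 2D and 816 ± 343 in MCS (SD, n = 2), a log2 fold change of 2.63 (standard error 0.55). The ratio of MCS to 2D was 5.86 within replicate number 1 and 6.40 within number 2. For miR-934 the values were 137 ± 18.8 normalized CPM in 2D and 41.6 ± 12.7 in MCS (SD, n = 2), a log2 fold change of -1.72 (standard error 0.48), with ratios of 0.264 and 0.337. For both miRNAs the MCS libraries lay on one side of the 2D libraries, and both were among those with an unadjusted p-value under 0.05. The adjusted p were 0.558 for miR-210-3p and 0.578 for miR-934 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so neither passed the adjusted threshold. DESeq2 called both. MIR210 lies on chromosome 11 of GRCh37 from 568089 to 568198 on the minus strand, in an intron of the lncRNA gene MIR210HG. MIR934 lies on chromosome X from 135633037 to 135633119 on the plus strand, in an intron of VGLL1.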

### 3.2. Differentially Expressed miRNAs Are Potential Molecular Modulators of Cell Adhesion

For a better comprehension of biological behavior of differentially expressed miRNAs, in silico analysis of strong experimental evidence-based and putative target genes was performed using miRTarBase and microT-CDS databases, respectively. The results of miRNA target gene analysis demonstrated that up-regulated miRNAs are potentially implicated in the regulation of a considerably higher amount of genes than down-regulated miRNAs (Figure 2A). These results are concomitant with an observation that target genes common for both cell lines are predominantly associated with up-regulated miRNAs. According to Venn diagram analysis, a total of 291 experimentally validated (Figure 2A, left diagram) and 1662 predicted targets (Figure 2A, right diagram) of up-regulated miRNAs were common for both cell lines. Whereas only 2 validated and 187 predicted target genes were identified as presumably targeted by down-regulated miRNAs.

Next, KEGG pathway enrichment analysis was performed by integrating experimentally validated and predicted miRNA target genes using WebGestalt and mirPath online tools. Enrichment significance was considered if the false discovery rate (FDR) was estimated lower than 0.05 and the functional group was enriched in at least 5 target genes. The results of functional group enrichment represented in Venn diagrams (Figure 2B) have elucidated KEGG pathways, distinctively enriched in presumable target genes of differentially up-regulated miRNAs: 13 unique functional groups were enriched in experimentally validated miRNA target genes (Figure 2B, left diagram) and 7 molecular mechanisms were enriched in predicted target genes (Figure 2B, right diagram). Among these, ECM-receptor interaction and Gap junction were enriched both in experimentally validated and predicted target genes of differentially up-regulated miRNAs in CRC cells grown in MCS (Additional file 4 Table S1). For example, in silico pathway enrichment analysis results (Additional file 4 Table S2) indicated that miR-29a-3p, miR-29b-3p, and miR-29c-3p differently expressed in DLD1 cells are strongly implicated in the regulation of ECM-receptor interaction. 

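In DLD1 cells, miR-29a-3p had 10572 ± 1095 normalized CPM in 2D and 21036 ± 1111 in MCS (SD, n = 2), and its log2 fold change was 0.99 (standard error 0.28). For miR-29b-3p, which is scarcer, the values were 85.4 ± 30.5 normalized CPM in 2D and 173 ± 20.1 in MCS (SD, n = 2), with a log2 fold change of 1.04 (standard error 0.26). The least abundant of the family, miR-29c-3p, had 32.2 ± 0.857 normalized CPM in 2D and 81.5 ± 4.50 in MCS (SD, n = 2), with a log2 fold change of 1.34 (standard error 0.29). Each was higher in both MCS libraries than in both 2D libraries, with adjusted p of 0.00157, 0.000390 and 3.44e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With TMM factors, RLE, library totals alone, the exact test, DESeq2 and at least 10 CPM in every library, the log2 fold change was 0.63 to 0.99 for miR-29a-3p, 0.70 to 1.03 for miR-29b-3p and 0.97 to 1.34 for miR-29c-3p, and they were called each time. Other settings were applied to single miRNAs only after these values were seen. Of these, no filter gave 0.99, 1.04 and 1.34 and called each of them, and the others called fewer. With an upper quartile over the tested miRNAs the log2 fold changes were 0.54, 0.60 and 0.90, and only miR-29c-3p was called. The fit of all libraries together called none of them, with adjusted p of 0.394, 0.140 and 0.208 in the quasi-likelihood test. The mature sequences of the family are closely related, so reads could have been counted on more than 1 member.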

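The level of miR-194-5p in DLD1 cells was 1386 ± 122 normalized CPM in 2D and 6057 ± 1041 in MCS (SD, n = 2), a log2 fold change of 2.13 (standard error 0.25), and that of miR-335-5p was 796 ± 6.63 normalized CPM in 2D and 1330.1 ± 181 in MCS (SD, n = 2), a log2 fold change of 0.74 (standard error 0.23). In the same cells miR-210-3p had 187 ± 4.96 normalized CPM in 2D and 808 ± 143 in MCS (SD, n = 2), a log2 fold change of 2.11 (standard error 0.24). The adjusted p were 3.85e-15, 0.00414 and 2.34e-16 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of miR-335-5p in DLD1 was 0.53 with TMM factors and 0.36 with library totals alone, and it was called with neither. Nor was it called with no filter, in the fit of all libraries together, or with an upper quartile over the tested miRNAs (0.28), settings applied to it only after these values were seen. In HT29 cells, miR-29b-3p had 35.5 ± 4.55 normalized CPM in 2D and 71.1 ± 19.6 in MCS (SD, n = 2), miR-194-5p had 6739.6 ± 1619 normalized CPM in 2D and 18987 ± 11812 in MCS (SD, n = 2), and miR-335-5p had 254 ± 1.53 normalized CPM in 2D and 456 ± 158 in MCS (SD, n = 2). The log2 fold changes were 1.00 (standard error 0.47) for miR-29b-3p, 1.49 (standard error 0.64) for miR-194-5p and 0.84 (standard error 0.44) for miR-335-5p. Within replicate numbers 1 and 2, the ratio of MCS to 2D was 1.77 and 2.19 for miR-29b-3p, 1.9 and 3.47 for miR-194-5p, and 1.35 and 2.24 for miR-335-5p. All 3 had an adjusted p of 0.969 from the same edgeR test and did not pass the threshold. MIR194-1 lies on chromosome 1 of GRCh37 from 220291499 to 220291583 on the minus strand, outside annotated host genes, and a further hairpin gives the same mature sequence. MIR335 lies on chromosome 7 from 130135952 to 130136045 on the plus strand, in an intron of MEST.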

The deregulated expression of miR-29b-3p, miR-194-5p, miR-210-3p and miR-335-5p could be associated with this molecular mechanism in both cell lines. In addition, miRNA target analysis insinuated a potential regulation of integrin ITGA6, ITGA9, ITGB1 and collagen COL4A2, COL1A1, COL4A1 gene expression, meanwhile target genes associated with gap junction category included platelet-derived growth factors and its receptors (Additional file 4 Table S2).

### 3.3. Aberrantly Expressed miRNAs in Both DLD1 and HT29 Cell Lines Are Associated With ECM and Gap Junction Signaling Maintenance

A further analysis was oriented towards the miRNAs which were significantly differentially expressed in both colorectal adenocarcinoma DLD1 and HT29 cell lines cultivated in MCS culture compared to 2D. In this study, a total of 16 miRNAs were detected, which were differentially expressed in both cell lines. Among these, 14 miRNAs were up-regulated and 2 miRNAs—down-regulated in CRC cells. 

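The miRNAs of Figure 1D, with miR-26b-5p as the paper's text names it, were compared here one by one. All 16 changed in the direction of Figure 1D in both cell lines, in both replicate numbers, and with both MCS libraries on one side of both 2D libraries. In DLD1 cells 14 of them were called over all tested miRNAs and 14 when adjusted over the list alone. In HT29 cells 0 were called either way, 14 had a fold change of at least 1.5, and 3 had an unadjusted p-value under 0.05. Over all tested miRNAs, edgeR's exact test called 1 of the list in HT29, and the replicate number as a block called 7. No shared batch of libraries with the same number is given by the labels, though in HT29 their deviations correlated at 0.788 across miRNAs. The smallest p adjusted over the list alone in HT29 cells was 0.0849, from edgeR's quasi-likelihood test. Since the study chose the list on these libraries, neither the directions nor the adjustment over the list alone are independent evidence.

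**Figure D2:**
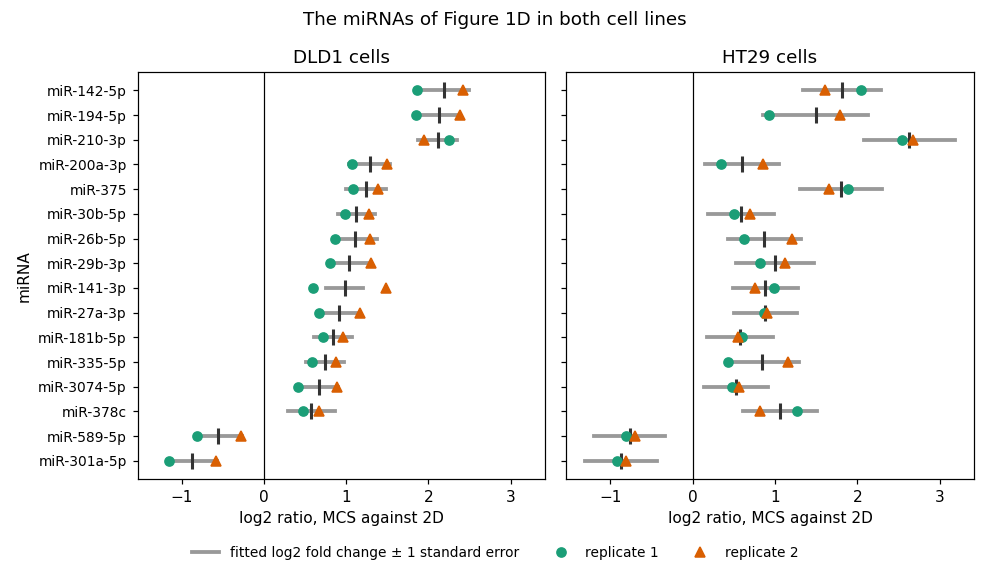
The miRNAs of Figure 1D (vertical axis) with their log2 ratio of MCS to 2D (horizontal axis) in DLD1 cells (left) and HT29 cells (right). Grey bars are the fitted log2 fold change with 1 standard error on each side, circles the ratio within replicate number 1 and triangles within number 2. All points of the 14 up-regulated miRNAs lie right of 0 and all points of the other two left of it.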

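The fitted log2 fold changes of the up-regulated group ranged from 0.58 to 2.18 in DLD1 cells and from 0.53 to 2.63 in HT29 cells. In DLD1 cells miR-301a-5p had 54.3 ± 6.22 normalized CPM in 2D and 29.7 ± 5.02 in MCS (SD, n = 2), a log2 fold change of -0.87 (standard error 0.31), and miR-589-5p had 74.4 ± 13.4 normalized CPM in 2D and 50.4 ± 4.2 in MCS (SD, n = 2), a log2 fold change of -0.55 (standard error 0.29). Their adjusted p were 0.0127 and 0.107 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With TMM factors, RLE, library totals alone and DESeq2, miR-589-5p was called, at a log2 fold change of -0.75, -0.67, -0.92 and -0.68. It was also called, at -1.01, with an upper quartile over the tested miRNAs, and miR-301a-5p was not called in the fit of all libraries together, settings applied to them only after these values were seen. The up-regulated miRNA not called in DLD1 cells was miR-378c, with a log2 fold change of 0.58 (standard error 0.29) and an adjusted p of 0.0911 from this test. In HT29 cells the log2 fold change was -0.87 (standard error 0.44) for miR-301a-5p, with ratios of 0.523 and 0.566 within replicate numbers 1 and 2, and -0.77 (standard error 0.43) for miR-589-5p, with ratios of 0.568 and 0.609. MIR301A lies on chromosome 17 of GRCh37 from 57228497 to 57228582 on the minus strand, in an intron of SKA2, and MIR589 on chromosome 7 from 5535450 to 5535548 on the minus strand, in an intron of FBXL18.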

For a detailed examination of the potential regulatory roles of these miRNAs, KEGG pathway enrichment analysis was employed for miRNA target prediction. The results indicated a significant enrichment in functional categories of cell adhesion, including ECM-receptor interaction, focal adhesion, regulation of actin cytoskeleton and formation of gap junctions (Additional file 5 Table S1). Furthermore, a robust enrichment was observed in molecular pathways that regulate the development of colorectal adenocarcinoma including PI3K-Akt, Ras, TGF-beta and Wnt signaling pathways. Consequently, we sought to identify which miRNAs are the most feasible regulators of these functional groups. Further target analysis of validated miRNA-target gene interactions found that 6 miRNAs—miR-200a-3p, miR-141-3p, miR-375, miR-194-5p, miR-27a-3p, and miR-30b-5p—are potentially involved in the regulation of colorectal carcinoma development, whereas miR-29b-3p and miR-335-5p were presumably associated with regulation of cellular adhesion processes (Additional file 5 Table S2).

Next, the predicted miRNA-mRNA interaction networks, involved in the regulation of cell adhesion, were visualized using GeneMANIA plugin for Cytoscape platform. The visualization of the ECM-receptor interaction regulatory network elucidated that besides miR-29b-3p and miR-335-5p, miR-27a-3p is also potentially significantly involved in this molecular process (Figure 3A). In addition, the network of gap junction regulatory process has demonstrated a considerable predicted participation of miR-181-5p, miR-141-3p, miR-200a-3p, miR-194-5p and miR-142-5p (Figure 3B).

### 3.4. miRNAs of the Polycistronic miR-23a/27a/24-2 Cluster are Up-Regulated in CRC Cells in a 3D-Specific Manner

Further, we aimed to investigate whether at least two differentially expressed miRNAs observed in our study are located in clustered regions. The association of miRNA into polycistronic clusters was determined according to data provided in miRBase regarding the localization of other adjacent miRNAs in the same DNA strand in less than 10kb distance. The database analysis revealed that miRNAs differentially expressed in DLD1 cells were located in 18 polycistronic clusters (Table 2, Additional file 6 Table S1). 

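The clusters of Table 2 were examined with the calls made here, taking for each hairpin the arm with the higher mean CPM as the leading strand. Of the 18 clusters that Table 2 lists for DLD1 and the miR-215/194 cluster that it lists only for HT29, 13 had at least 2 leading-strand miRNAs called in the same direction in DLD1 cells. The cluster of miR-532, miR-188, miR-500a, miR-362, miR-501, miR-500b, miR-660 and miR-502 on chromosome X was down-regulated, through miR-500a-3p, miR-362-5p and miR-501-3p, and the others were up-regulated. Only 1 leading-strand miRNA was called in the clusters of miR-30c-1 and miR-30e, of miR-425 and miR-191, of miR-24-2, miR-27a and miR-23a, of miR-221 and miR-222, and of miR-215 and miR-194. In the cluster from miR-17 to miR-92a-1 on chromosome 13, miR-19b-3p was called up-regulated and miR-18a-5p down-regulated. Mature miRNAs encoded by more than 1 hairpin, such as miR-29b-3p, miR-181a-5p and let-7a-5p, count for each cluster that holds such a hairpin. The mature miRNAs named in this paragraph for the clusters were, apart from miR-29b-3p, chosen for report after their values were seen. The fit of all libraries together, which moved this number most, left 2 clusters.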

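In HT29 cells 0 of the clusters of Table 2 had 2 leading-strand miRNAs called in the same direction, and 0 had them at an unadjusted p-value under 0.05. With the replicate number as a block, 4 clusters had them, the miR-215/194 cluster among these. In the miR-215/194 cluster of chromosome 1, HT29 levels of miR-215-5p were 370.0 ± 14.6 normalized CPM in 2D and 1730.4 ± 946 in MCS (SD, n = 2), a log2 fold change of 2.23 (standard error 0.54) with an adjusted p of 0.578 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The ratio of MCS to 2D was 6.31 within replicate number 1 and 2.95 within number 2, and DESeq2 called it. In DLD1 cells its log2 fold change was 0.05 (standard error 0.27), and it was negative with TMM factors, RLE, library totals alone and DESeq2, and without any 1 of the DLD1 libraries. MIR215 lies on chromosome 1 of GRCh37 from 220291195 to 220291304 on the minus strand.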

Meanwhile, only 2 polycistronic clusters of differentially expressed miRNAs were detected in HT29 cells. 

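Of the leading-strand miRNAs of the miR-23a/27a/24-2 cluster, miR-27a-3p in DLD1 cells had 1205 ± 164 normalized CPM in 2D and 2274 ± 243 in MCS (SD, n = 2), a log2 fold change of 0.92 (standard error 0.23), miR-23a-3p had 5238 ± 183 normalized CPM in 2D and 7773 ± 275 in MCS (SD, n = 2), a log2 fold change of 0.57 (standard error 0.25), and miR-24-3p had 9209.9 ± 1669 normalized CPM in 2D and 8102 ± 2509 in MCS (SD, n = 2), a log2 fold change of -0.18 (standard error 0.26). The adjusted p were 0.000402, 0.0568 and 0.567 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that miR-27a-3p alone was called. With library totals alone, miR-27a-3p, at 0.55, was not called in DLD1, and miR-24-3p was called down-regulated at -0.59. Of the settings applied to them only after these values were seen, an upper quartile over the tested miRNAs gave the same calls, at 0.45 and -0.68, and the fit of all libraries together called none of the 3. For miR-24-3p the DLD1 ratio of MCS to 2D was 0.609 within replicate number 1 and 1.23 within number 2. In HT29 cells the log2 fold changes were 0.88 (standard error 0.39) for miR-27a-3p, 0.43 (standard error 0.49) for miR-23a-3p and 0.75 (standard error 0.41) for miR-24-3p, with adjusted p of 0.969, 0.978 and 0.969 from the same edgeR test. The HT29 ratios within replicate numbers 1 and 2 were 1.82 and 1.87 for miR-27a-3p, 0.996 and 1.65 for miR-23a-3p, and 1.59 and 1.77 for miR-24-3p. Without replicate 2 of MCS, the HT29 log2 fold change of miR-23a-3p was -0.16. The mature miR-24-3p is also encoded by a hairpin on chromosome 9, so its counts cannot be assigned to this cluster. On chromosome 19 of GRCh37, MIR23A lies from 13947401 to 13947473 on the minus strand and MIR27A from 13947254 to 13947331, with 69 bp between them. Both overlap an exon of at least 1 transcript of the lncRNA gene MIR23AHG, annotated from 13934694 to 13953742.

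**Figure D3:**
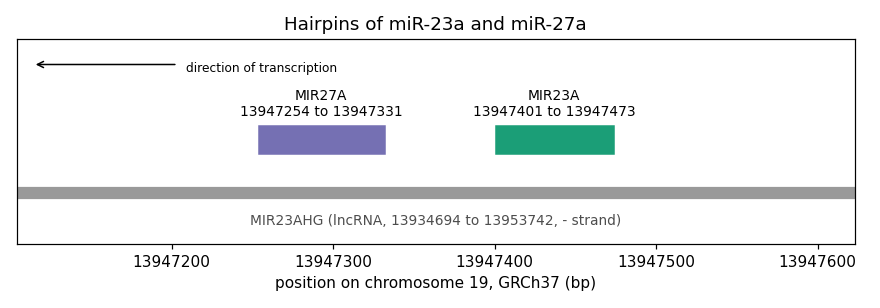
Map of the hairpins of miR-23a and miR-27a on chromosome 19 of GRCh37 (horizontal axis, position in bp). Boxes are the hairpins, drawn to scale, the grey bar is the part of the host gene MIR23AHG in view, and the arrow gives the direction of transcription, with MIR23A read before MIR27A.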

Interestingly, at least two miRNAs encoded in the miR-23a/27a/24-2 cluster of 19 chromosome were differentially expressed in both cell lines cultivated in 3D multicellular spheroids (Additional file 6 Table S2). KEGG pathway enrichment analysis was performed to examine potential biological mechanisms regulated by the leading strand miRNAs located in the miR-23a/27a/24-2 cluster. The results demonstrated that functional gene groups implicated in cell adhesion including Focal adhesion and Proteoglycans in cancer were enriched in experimentally validated and predicted target genes of all miRNAs located in this cluster (Additional file 6 Table S3).

### 3.5. Validation of NGS and miRNA Target Gene Data Analysis

To confirm the results of miRNA NGS data analysis, RT-qPCR was applied to assess the expression changes of 4 miRNAs including miR-194-5p, miR-142-5p, miR-26b-5p and miR-141-3p in CRC cells grown in MCS compared to the expression levels observed in cells cultivated in 2D. 

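By sequencing, miR-142-5p in DLD1 cells had 22.3 ± 1.22 normalized CPM in 2D and 101 ± 22.7 in MCS (SD, n = 2), a log2 fold change of 2.18 (standard error 0.30). The values were 6885 ± 684 normalized CPM in 2D and 14854 ± 4572 in MCS (SD, n = 2) for miR-26b-5p, a log2 fold change of 1.11 (standard error 0.27), and 534 ± 215.1 normalized CPM in 2D and 1050.5 ± 22.1 in MCS (SD, n = 2) for miR-141-3p, a log2 fold change of 0.98 (standard error 0.23). Their adjusted p were 3.12e-11, 0.000215 and 0.000110 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the DLD1 log2 fold change was 1.87 to 2.23 for miR-142-5p and 0.69 to 1.22 for miR-26b-5p. For miR-141-3p it was 0.50 to 1.33, under 1.5-fold at its lowest. In HT29 cells the log2 fold changes were 1.82 (standard error 0.48) for miR-142-5p, 0.87 (standard error 0.44) for miR-26b-5p and 0.88 (standard error 0.40) for miR-141-3p, with adjusted p of 0.578, 0.969 and 0.969 from that test. Within replicate numbers 1 and 2, the HT29 ratios of MCS to 2D were 4.18 and 3.09 for miR-142-5p, 1.54 and 2.31 for miR-26b-5p, and 1.99 and 1.69 for miR-141-3p. With TMM factors, RLE, library totals alone, the exact test, DESeq2 and at least 10 CPM in every library, these HT29 log2 fold changes stayed positive, at 1.69 to 1.82, 0.85 to 1.12 and 0.80 to 0.92. Of the settings applied to single miRNAs only after these values were seen, an upper quartile over the tested miRNAs gave 1.56, 0.64 and 0.66 in HT29, and in DLD1 miR-141-3p was not called with it (0.52), nor miR-141-3p and miR-26b-5p in the fit of all libraries together. MIR26B lies on chromosome 2 of GRCh37 from 219267369 to 219267445 on the plus strand, in an intron of CTDSP1, and MIR141 on chromosome 12 from 7073260 to 7073354 on the plus strand, in an intron of the lncRNA gene MIR200CHG. RT-qPCR values were not analysed here.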

Although the magnitude of the expression changes slightly varied between two methods, the overall direction of miRNA expression changes observed by RT-qPCR data was consistent with the miRNA expression results obtained by NGS (Figure 4A,B).

To investigate possible relations between the miRNAs differentially expressed in CRC cells in an environment-dependent manner and their target genes, we evaluated the expression changes of genes associated with cell–ECM interactions and gap junction categories including integrins ITGA2, ITGA4, ITGA5, ITGA6, ITGA8, ITGAV, ITGB6, and ITGB8 and platelet-derived growth factors PDGFA, PDGFB, PDGFC as well as its receptors PDGFRA and PDGFRB in CRC cells grown in MCS vs 2D. RT-qPCR data analysis indicated that HT29 cells cultivated in MCS exhibited considerably more statistically significant (fold change >1.5, *p*-value < 0.05) changes of gene expression than DLD1 cells (Figure 4C,D). The expression of ITGA4 and ITGA5 was significantly up-regulated in HT29 cells, whereas the expression of ITGB6, ITGA6, ITGA2, ITGAV was down-regulated. Meanwhile, the expression of only ITGA5 and ITGB6 genes was significantly up-regulated in DLD1 cells. The expression analysis of platelet-derived growth factors and its receptors demonstrated a significant up-regulation of beta-type platelet-derived growth factor receptor PDGFRB in both cell lines grown in MCS. In addition, a significant down-regulation of PDGFA, PDGFB, and PDGFRA gene expression was observed in HT29 cells cultivated in MCS (Figure 4D).

### 3.6. miR-142-5p is a Diagnostic Biomarker of Rectal Cancer Following Neoadjuvant Long-Course Treatment

To investigate the potential diagnostic utility of miRNAs differentially deregulated in cells grown in MCS, we selected five miRNAs, miR-26b-5p, miR-142-5p, miR-194-5p, miR-301a-5p and miR-3074-5p, which were differentially expressed in both cell lines grown in MCS (Figure 1D). 

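Of the selected miRNAs, miR-3074-5p had the smallest change in the cell lines. In DLD1 cells it had 386 ± 20.3 normalized CPM in 2D and 613 ± 111 in MCS (SD, n = 2), a log2 fold change of 0.67 (standard error 0.23) with an adjusted p of 0.0110 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HT29 cells it had 1083 ± 116 normalized CPM in 2D and 1560.4 ± 229 in MCS (SD, n = 2), a log2 fold change of 0.53 (standard error 0.39) with an adjusted p of 0.978 from this edgeR test, and ratios of 1.4 and 1.48 within replicate numbers 1 and 2. In DLD1 cells it was not called with TMM factors (0.46), RLE (0.54), library totals alone (0.28) or DESeq2 (0.54), nor, in settings applied to it only after these values were seen, with no filter (0.67), in the fit of all libraries together (0.64) or with an upper quartile over the tested miRNAs (0.20). MIR3074 lies on chromosome 9 of GRCh37 from 97848296 to 97848376 on the minus strand, opposite the hairpin of miR-24-1, and the paper's text does not say whether strand was used in counting.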

RT-qPCR was applied to assess the expression levels of selected miRNAs in tumor samples (*n* = 72) collected from 24 patients. The sample cohort contained three groups and included rectal tumor samples collected from patients before long course neoadjuvant treatment (*n* = 24), and normal (*n* = 24) and tumor tissue (*n* = 24) samples collected from the same patients after the therapy.

First, we evaluated miRNA expression levels in tumor tissue samples collected before and after chemoradiotherapy treatment. Our analysis indicated that the expression of 3 miRNAs was deregulated in tumor tissues following treatment (Figure 5A). Noteworthy, we determined that the expression of miR-142-5p was up-regulated in tumor tissue samples during the chemoradiation as well. Meantime, the expression of miR-3074-5p and miR-301a-5p was down-regulated in the treated tumor tissue sample group compared to tumor samples collected before the treatment. There was no difference in expression of miR-26b-5p and miR-194-5p in tumor tissue samples between two conditions (data is not shown). Next, we compared the expression levels of selected miRNAs in samples collected after chemoradiotherapy: tumor versus normal tissue samples. The analysis revealed that 3 miRNAs were differentially expressed in the rectal tumor tissue group (Figure 5B). We found that miR-194-5p and miR-26b-5p were significantly down-regulated, meanwhile, the expression of miR-142-5p was significantly upregulated in tumor tissue samples compared to normal rectum tissue. There was no difference in expression of miR-301a-5p and miR-3074-5p between normal and tumor tissue samples (data is not shown).

## 4. Discussion

A recent discovery of specific cancer–related dysregulation of miRNAs remains a promising area in the development of new reliable methods for cancer detection and prognosis [6]. However, commonly evaluated miRNAs as biomarkers remain broadly nonspecific and variable, weakly reproducible and which sensitivity is limited by various methodological challenges [29]. In addition, patient samples reduce the availability of biomaterial for large-scale –omics-based biomarker discovery. Our previous findings suggested that 3D cell culture should be considered as a critical experimental approach to uncover the regulation of genes and miRNA involved in tumor microenvironment-driven molecular processes in vivo [11]. We showed that CRC cells grown in laminin rich extracellular matrix or multicellular spheroid culture demonstrated distinct gene expression patterns compared to cells grown in 2D, including the up-regulated expression of cancer stem cell and endothelial-mesenchymal transition markers [30,31]. Furthermore, we revealed that radiation treatment resulted in different genome-wide gene expression profiles DLD1 and HT29 cells grown under 3D culture conditions compared to 2D [32]. Therefore, the employment of in vitro models that can restore characteristic in vivo conditions might evade these restrictions. MiRNAs, which are deregulated in tumor cells during cancer development, are proposed as useful biomarkers for cancer diagnosis and prognosis. Taking this into account, in this study we suggest a hypothesis that a better insight on the miRNA expression patterns in colorectal carcinoma cells grown in 3D cell culture could be applied for further evaluation of new biomarkers.

In our current study, the high throughput small RNA sequencing data analysis has elucidated that expression of the majority of miRNAs was exclusively deregulated in DLD1 cells. Changes in cancer cell surrounding microenvironment significantly affected the expression of 139 miRNAs in DLD1 cells and 32 miRNAs in HT29 cells grown under 3D cell culture conditions compared to 2D. Globally, this could be attributed to the distinct cellular origin, mutational status and characteristic tumorigenic properties of particular cell lines [33,34,35], which could lead to 3D cell culture-specific miRNA expression patterns. Besides, as depicted in Figure 1A, the changes in cellular morphology were more eminent to DLD1 cells during cellular adaptation to MCS. Although reports concerning the association between miRNA expression levels and cellular morphology are scarce, this observation is supported by the previous study indicating a clear correlation of miR-200c expression levels and morphology of gastric cancer cell lines [36], suggesting that higher differential expression of miRNAs could be associated with greater molecular rearrangements during microenvironment transition as well. In addition, we have previously shown that a higher number of genes were differentially expressed in HT29 cells grown in laminin-enriched 3D cell culture compared to DLD1 [31]. Our present analysis indicated higher alterations of target gene expression in HT29 cells as well suggesting gentle correlations between a number of genes and miRNAs differentially expressed in CRC cells grown in MCS. Furthermore, among these, the expression of 75% miRNAs was up-regulated in DLD1 and 66%—in HT29 cells, respectively, compared to miRNA expression levels in CRC cells grown in 2D. The previous study by Hwang et al. has demonstrated that a global up-regulation of miRNAs is initiated by the increased formation of cell–cell contacts in densely cultivated cells [37]. Due to this phenomenon, denoted as contact inhibition, gene translation processes are reduced resulting in cell cycle arrest and reduced cell proliferation [38]. Furthermore, following the growth in MCS, both cell lines exhibited a subset of 16 differentially expressed miRNAs. The significance of our observations is supported by previous reports indicating that miR-200a-3p [39], miR-141-3p [40], miR-375 [41], miR-194-5p [42], miR-27a-3p [43] and miR-29b-3p [42] could be clinically applied as potential CRC biomarkers. In addition, miR-194 was shown as one of the most deregulated miRNAs in cancerous tissue as well as miRNAs of the miR-200 family, including miR-200b and miR-200c [44]. Furthermore, the up-regulation of miR-10b-5p expression characterizes the tumors located in colon and rectum [45] which was coincided with the aberrant expression of this miRNA in CRC cells cultivated in multicellular spheroids. Therefore, these results show that the miRNA expression profiles of CRC cells cultivated in 3D spheroid culture could represent the miRNA expression levels in vivo and subsequently could be applied for wider clinical analysis to determine further clinical applications as potential biomarkers for CRC.

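In DLD1 cells miR-10b-5p had 338 ± 17.0 normalized CPM in 2D and 1767 ± 358 in MCS (SD, n = 2), a log2 fold change of 2.39 (standard error 0.24) with an adjusted p of 3.34e-20 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and ratios of 4.32 and 6.19 within replicate numbers 1 and 2. In HT29 cells it had 126 ± 159 normalized CPM in 2D and 92.6 ± 115 in MCS (SD, n = 2), a log2 fold change of -0.45 (standard error 1.63) with an adjusted p of 0.978 from the same edgeR test, and ratios of 0.730 and 0.795. The HT29 replicates of one culture differed more than the cultures did. This miRNA was chosen for report after its values were seen. MIR10B lies on chromosome 2 of GRCh37 from 177015031 to 177015140 on the plus strand, in an intron of HOXD3. The mature sequences of miR-10b-5p and miR-10a-5p are closely related, and miR-10a-5p was among the most abundant miRNAs, so reads of the latter could have been counted on the former.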

Previous studies highlighted that multicellular spheroids could restore natural cell-matrix interactions via a synthesis of their own ECM [46]. ECM could act not only as a major structural component for cancer cells but also could work as a signaling platform that allows selective signal transduction via cell–ECM interactions during the further formation of MCS [47]. Accordingly, our KEGG enrichment analysis demonstrated that cell adhesion-related processes including regulation of ECM-receptor interactions were most significantly enriched in miRNA target genes. For instance, we observed significant interactions between miR-29a/b/c and collagens (COL1A1, COL2A1, COL4A1/2, COL5A1/2/3), laminins (LAMA2, LAMC2) and integrins (ITGA6, ITGB1). Recent studies have shown a critical involvement of miR-29, which was demonstrated as a prognostic marker in colon cancer, in the regulation of ECM related gene expression homeostasis [48,49]. On the other hand, tumor cells cultivated in a 3D environment exhibit differential expression of integrins due to diminished cell contact with the surface [50,51]. Altered integrin expression in the colorectal cancer tissues promotes cell proliferation and invasiveness and a significant over-expression of integrins is associated with poor prognosis [52]. These results suggest that the activation of integrin signaling cascades may also regulate key molecules involved in the response to ECM microenvironment by regulating the expression of the corresponding miRNAs [53]. In addition, our KEGG analysis revealed that cell adhesion processes were enriched in putative miRNA target genes encoding platelet-derived growth factors (PDGFs) as well as its receptors (PDGFRs). Regarding the roles of genes encoding PDGF and its receptors in CRC development, it has been elucidated that CRC tissue exhibits up-regulated expression of PDGFRB which results in increased cell proliferation and epithelial-mesenchymal transition [54]. High levels of PDGFA and PDGFB in CRC tissues were shown to correlate with poor cancer prognosis as well [55]. Furthermore, the results of in silico target-gene analysis were further confirmed by qPCR analysis that indicated a differential expression of selected target genes in CRC cells cultivated in multicellular spheroids compared to gene expression levels in cells grown in 2D. Altogether these findings indicate that key miRNAs expressed in a microenvironment-dependent manner are involved in regulation of essential genes responsible for direct cell-microenvironment interactions and signal transduction in CRC cell lines.

Furthermore, we found that miRNAs differentially expressed in CRC cells grown in 3D were located in overall 19 polycistronic clusters indicating that the regulation of many microenvironment related miRNAs could be functionally coordinated in a physically adjacent manner. Of these, the miR-23a ∼27a ∼24-2 cluster, which encodes a pri-miRNA transcript consisting of three miRNAs—miR-23a, miR-27a, and miR-24-2, was differentially expressed in both CRC cell lines cultivated in 3D multicellular spheroids compared to 2D. However, the biological behavior of miRNAs clustered in miR-23a/27a/24-2 remains contradictory in tumor development and depends on specific tissue. According to previous reports, clustered miRNAs act as onco-miRs in breast cancer and stimulates the progression of cancer development [56], whereas the tumor-suppressive role of the miR-23a/27a/24-2 cluster has been reported in acute leukemia [57]. Meanwhile, in CRC, the levels of miR-23a and miR-27a are up-regulated in primary colorectal cancer tumors, as well as in human colorectal cancer cell lines and stem-like cancer cells [58]. Furthermore, Jin et al. demonstrated that miR-23a/27a/24-2 is the most up-regulated miRNA cluster in CRC under hypoxia conditions and is a critical regulator during a metabolic switch from oxidative phosphorylation to glycolysis [59]. Regarding these observations, our miRNA target analysis revealed key target gene groups implicated in cell adhesion including focal adhesion and proteoglycans in cancer associated with all miR-23a/27a/24-2 cluster miRNAs indicating that pro-oncogenic functions of these miRNAs including the promotion of tumor invasiveness and proliferation could be consolidated by the tumor microenvironment.

In this study, we demonstrated for the first time that miR-142-5p expression levels are significantly increased in rectum tumor tissue samples following long-course neoadjuvant treatment. miR-142-5p, a putative prognostic marker of poor colorectal cancer prognosis [60], has been shown overexpressed in colorectal tumor tissues in some studies [61,62,63]. Moreover, the overexpression of miR-142-5p was observed in colorectal cancer patients who received chemotherapy compared to expression levels in the group without the treatment [64], suggesting that the evaluation of miR-142-5p expression levels could serve as a diagnostic biomarker of cancer therapy. Next, our study revealed the down-regulation of miR-3074-5p and miR-301a-5p in rectal cancer tumor tissues after the therapy as well. Previously, the deregulated expression of these miRNAs was documented in colorectal cancer patient serum using high-throughput small RNA sequencing [65,66]. However, the diagnostic value of miR-3074-5p and miR-301a-5p remains unclear. Furthermore, we showed that the up-regulation of miR-142-5p remained in tumor tissue compared to adjacent normal rectum tissue samples collected from the same patients after the treatment. Besides, levels of miR-194-5p and miR-26b-5p were significantly lower in rectal cancer tissue compared to the normal rectum as well. Our results were consistent with previous reports showing down-regulation of miR-194-5p and miR-26b-5p in colorectal cancer tissues [14,67]. Altogether these results consolidate our findings in vitro. Chemotherapy and radiotherapy remain as a core of anticancer therapy, therefore, further development and validation of predictive assays using such in vitro 3D cell culture tumor models are highly needed.

## 5. Conclusions

Our findings suggest that miRNA expression patterns in CRC cells grown in 3D cell culture conditions could potentially resemble clinical significance of 3D cell culture model and a link between deregulated expression of miRNAs in CRC cells grown in 3D and miRNAs implicated in tumor development *in vivo*. These results indicate that 3D microenvironment-dependent deregulation of miRNA expression in CRC cells observed in our study potentially triggers essential molecular mechanisms predominantly including the regulation of cell adhesion, cell–cell and cell–ECM interactions important in CRC initiation and development. Furthermore, we demonstrated that miR-142-5p could serve as a diagnostic biomarker of cancer therapy. Therefore, our present results raise a necessity for a further clinical examination to evaluate the potential value of employed experimental design and detected miRNA signature for future biomarker discovery.

## Figures and Tables

**Figure 1:**
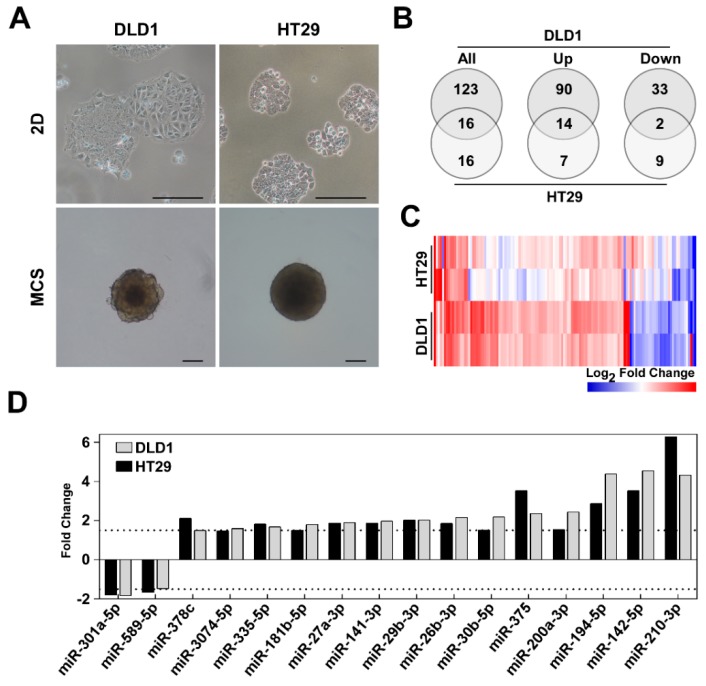
Different patterns of cell morphology and miRNA expression in colorectal adenocarcinoma DLD1 and HT29 cell lines cultivated in 3D multicellular spheroids (MCS) and 2D monolayer. (**A**) Phase-contrast photomicrographs of DLD1 and HT29 cells cultivated in 2D monolayer (upper panel) and MCS (lower panel). Cells were cultivated for 6 days before imaging, scale bar-250μm. (**B**) Venn diagrams representing statistically significant changes of miRNA expression (>1.5 fold change, *p* < 0.05, at least 10 mapped reads per million transcripts in miRNA library) in DLD1 and HT29 cells cultivated in MCS. (**C**) Heatmap demonstrating different miRNA expression patterns in DLD1 and HT29 cell lines (>1.5 fold change, FDR < 0.05). (**D**) Differentially expressed miRNAs in both cell lines cultivated in MCS. 2D—monolayer cell culture; MCS—multicellular spheroid culture.

**Figure 2:**
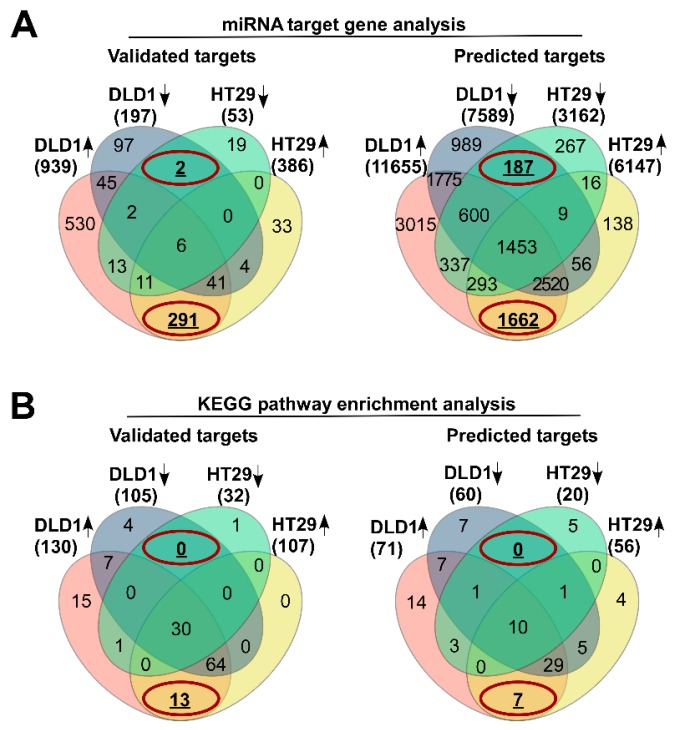
In silico analysis of differentially expressed miRNAs. (**A**) Venn diagrams representing the experimentally validated (left) and predicted (right) miRNA target genes. Superimposable unique genes targeted by differentially expressed miRNAs in DLD1 and HT29 cells are highlighted in circles. (**B**) Results of KEGG pathway enrichment analysis. Pathways enriched in experimentally validated miRNA target genes (left) and putative targets (right) are represented in the form of Venn diagrams and overlapping results in DLD1 and HT29 cell lines are indicated in red circles.

**Figure 3:**
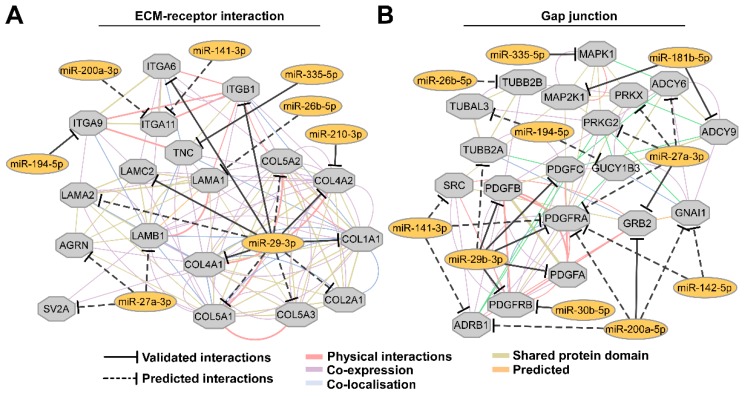
A network of putative miRNA-mRNA interactions involved in cell adhesion. (**A**) Differentially expressed miRNAs in both cell lines which are involved in ECM-receptor interaction. (**B**) Network showing the miRNA involvement in the regulation of gap junctions. PPI networks were generated using GeneMANIA plugin for Cytoscape platform. Only the unique potential target genes of up-regulated miRNAs in both cell lines are represented.

**Figure 4:**
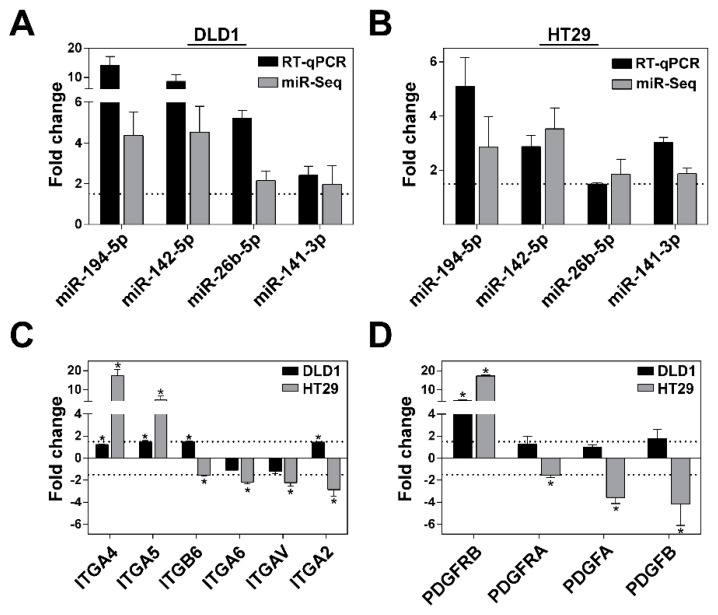
Validation of microenvironment-dependent gene and miRNA expression patterns colorectal carcinoma DLD1 and HT29 cells grown in MCS. (**A,B**) Validation of miRNA deep sequencing data. Graph showing the microenvironment-dependent miRNA expression in DLD1 (A) and HT29 (**B**) cells cultivated in MCS compared to expression levels in cells cultivated in 2D. RT-qPCR data were normalized using U6 snRNA gene as an internal control. (**C**) Graph representing the expression of genes encoding integrin subunits and (**D**) platelet-derived growth factors and its receptors in DLD1 and HT29 cells cultivated in MCS compared to expression levels in cells cultivated in 2D. TBP gene was used as the housekeeping gene for data normalization. * *p* < 0.05. 2D—monolayer cell culture; MCS —multicellular spheroid culture; miR-seq—data obtained by deep sequencing; RT-qPCR—data obtained by quantitative PCR.

**Figure 5:**
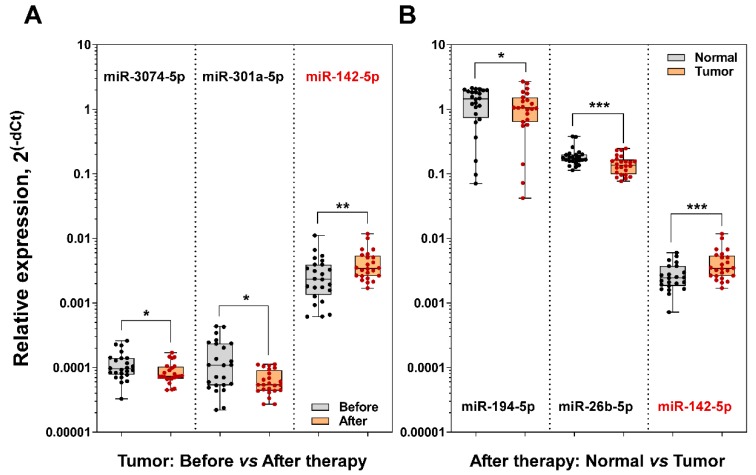
Evaluation of miR-26b-5p, miR-142-5p, miR-194-5p, miR-301a-5p and miR-3074-5p expression levels in rectal tumor tissue samples collected from patients who received long-course neoadjuvant treatment. The sample cohort was collected from 24 patients diagnosed with rectal cancer and contained three groups and included rectal tumor samples collected from patients before long course neoadjuvant treatment (*n* = 24), and normal (*n* = 24) and tumor tissue (*n* = 24) samples collected from the same patients after the therapy. **(A)** Box plots representing the expression of miR-3074-5p, miR-301a-5p and miR-142-5p in rectal tumor tissues collected before and after the therapy. **(B)** Box plots representing the expression of miR-194-5p, miR-26b-5p and miR-142-5p in rectal tumor and adjacent normal tissue samples collected from the same patients after the therapy. RNU48 was used as the internal control for the data normalization. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Table 1:** Patient demographic and clinical characteristics.

Factor		Total	%
**Age (median, range)**	68 (50–90)		
Sex	Male Female	15 9	62,5 37,5
Stage	3 4	23 1	95,8 4,2
T stage	Unknown T1 T3 T3/4 T4	1 1 15 1 6	4,2 4,2 62,5 4,2 25
N stage	Unknown N0 N1 N2	1 1 11 11	4,2 4,2 45,8 45,8
M stage	Unknown M0	3 21	12,5 87,5

**Table 2:** Clustered miRNAs differentially expressed in DLD1 and HT29 cells cultivated in multicellular spheroids.

Cell line	Chromosome	miRNA Cluster	Regulation
**DLD1**	1	miR-200a/b/429	**↑**
		miR-30c-1/30e	**↑**
		miR-181-a1/b1	**↑**
		miR-29c/29b-2	**↑**
	3	miR-425/191	**↑**
	7	miR-182/96/183	**↑**
		miR-29a/29b-1	**↑**
	8	miR-30b/30d	**↑**
	9	let-7a/let-7f-1/let-7d	**↑**
		miR-23b/27b/24-1	**↑**
		miR-181a-2/181b-2	**↑**
	11	miR-192/194-2/6750/6749	**↑**
	12	miR-200c/141	**↑**
	13	miR-17/18a/19a/20a/19b-1/92a-1	**↑**
	19	miR-24-2/27a/23a	**↑**
	22	let-7a/4763/let-7b	**↑**
	X	miR-221/222	**↓**
		miR-532/188/500a/362/501/500b/660/502	**↓**
**HT29**	1	miR-215/194	**↑**
	19	miR-23a/27a/24-2	**↑**

Note: miRNA cluster was denoted as differentially expressed if at least two clustered leading strand miRNAs were significantly up- or down-regulated in a 3D-dependent manner.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2218-273X/10/4/613/s1, Additional file 1: Table S1: Primer sequences for miRNA cDNA synthesis, Table S2: Primer sequences for miRNA sequencing validation with RT-qPCR, Table S3: Primer sequences used for RT-qPCR; Additional file 2: Figure S1. miR-Seq read data quality control, Table S1: High-throughput miRNA sequencing read count summary, Table S2: Top 10 up-regulated and down-regulated miRNAs in DLD1 and HT29 cells cultivated in 3D multicellular spheroids compared to miRNA levels in cells grown in 2D: Additional file 3: Differential miRNA expression analysis of DLD1 and HT29 cell samples; Additional file 4: Table S1: KEGG signaling pathways enriched in experimentally validated and predicted target genes of differentially up-regulated miRNAs in DLD1 and HT29 cells grown in 3D, Table S2: Putative miRNA target genes associated with regulation of ECM-receptor interaction and formation of gap junctions; Additional file 5: Table S1: KEGG signaling pathways enriched in experimentally validated and predicted target genes of differentially expressed miRNAs in both DLD1 and HT29 CRC cell lines cultivated in multicellular spheroids compared to 2D, Table S2: Experimentally validated and predicted target genes of differentially expressed miRNAs in DLD1 and HT29 cells, which are implicated in molecular mechanisms regulating cell adhesion and CRC development; Additional file 6: Table S1: A list of miRNA clusters differentially expressed in DLD1 and HT29 cells cultivated in multicellular spheroids compared to miRNA levels in cells grown in 2D; Table S2: The expression pattern of miRNAs located in miR-23a/27a/24-2 polycistronic cluster in CRC cells grown in MCS; Table S3: KEGG categories enriched in experimentally validated and predicted target genes of miRNAs located in miR-23a/27a/24-2 cluster.

How the deposited data were processed for this re-analysis (not part of the article)

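Small RNA was sequenced from the colorectal adenocarcinoma cell lines DLD1 and HT29 after 6 days in 2D or as MCS, with 2 replicate libraries for each cell line and culture. Samples were assigned to cell line, culture and replicate number from the submitters' labels and the paper's methods. The kit version differed between the cell lines and cannot be told apart from them. Patient samples and RT-qPCR were not analysed here.

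The authors removed adapters and the random bases at the read ends with Cutadapt, dropped short and low-quality reads, aligned the rest to GRCh37 with Bowtie2 and then to the mature miRNAs of miRBase, and deposited raw read counts per mature miRNA for each library, without normalization or pooling. How reads that match several mature miRNAs were counted, and whether strand was used, is not named in the paper's text. The counts of the single-library tables and of the table of all libraries were compared over 14360 values, of which 0 differed. The raw reads of Additional file 3 were compared with them over 5968 values for DLD1 and 6544 for HT29, of which 0 differed.

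The HT29 tables also list 15 entries that name no miRNA. They hold 2590 counts in replicate 2 of 2D, 0.00988% of that library, and 0 in the others, and were left out. The remaining counts per library, from 10495634 to 26211524, are given with the experiment, and precision is set by the spread between the 2 replicates rather than by these totals. Shares of single libraries carry 95% Wilson intervals.

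Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Upper quartile factors were computed over all miRNAs with at least 1 count in the cell line, since the paper names this normalization. MiRNAs with a mean of at least 10 CPM of the library total entered the fit of their cell line. MCS was compared with 2D by the quasi-likelihood test, with no term for the replicate number. A call needed a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p-value under 0.05. The difference between the responses of the cell lines was tested as an interaction over all 8 libraries. The normalized CPM printed are counts divided by the library total times its upper quartile factor. Each standard error given with a log2 fold change is its absolute value divided by the square root of the quasi-likelihood F. It was thus derived from the test rather than estimated separately. The tests were tried on counts simulated with the means and library sizes of these libraries, with 200 miRNAs changed 4-fold. All miRNAs of a cell line had the same fitted spread, and replicates were independent.

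The alternatives were TMM factors, the size factors of DESeq2 (RLE) in the same test, library totals alone, edgeR's exact test, DESeq2 1.42.0, at least 10 CPM in every library, no filter, the replicate number as a block, the unadjusted p-value, a fold change that rounds to 1.5, no fold change threshold, all libraries in 1 fit, and each library left out in turn. These and the main settings were written down before the deposited count tables were examined, but not blind to the counts. Additional file 3, which holds the same counts, had been read before, several combinations of thresholds had been tallied on its columns, with the main combination of thresholds already seen to give the paper's DLD1 count, and several normalizations, tests and blocks had been fitted to its counts, so that the factors of each normalization, the small number of HT29 calls without a block and the larger number with one had been seen. Another 2 alternatives were added after seeing the data, an upper quartile over the tested miRNAs only, and edgeR's exact test with at least 10 CPM in every library, the unadjusted p-value and a fold change that rounds to 1.5. No filter, all libraries in 1 fit and the upper quartile over the tested miRNAs were applied to the named miRNAs only after their other values were seen.

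The miRNAs named are those the paper's results, Figure 1D or Figure 4 name, the leading strands of the miR-23a/27a/24-2 cluster and of the HT29 clusters of Table 2, the 5 largest rises and falls per cell line among the miRNAs with an adjusted p-value under 0.05 whose MCS libraries both lie above or below both 2D libraries, and the 5 smallest adjusted p-values of the interaction. Any other miRNA is marked as chosen after its values were seen. Hairpin positions and host genes come from GENCODE release 44 lifted to GRCh37. Correlations and neighbour comparisons used 10000 permutations. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.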

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

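The test of replicate signs was written down before its result was seen. So was the test of fragments, which was not run. The scalings and tests had been fitted to the same counts in Additional file 3 before they were set as alternatives, and no filter, all libraries in 1 fit and the upper quartile over the tested miRNAs were applied to single miRNAs only after the result was seen.

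Among the DLD1 miRNAs that the paper does not discuss, 7 changed strongly in MCS. The log2 fold change was 6.99 for miR-4488, 5.41 for miR-4497, 3.32 for miR-7641, -3.13 for miR-7974, -2.97 for miR-4454, -2.51 for miR-30a-5p and -2.19 for miR-371a-5p. The largest adjusted p among them was 5.66e-08, for miR-371a-5p (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With TMM factors, RLE, library totals alone, the exact test, DESeq2 and at least 10 CPM in every library, the largest was 0.00690, for miR-7641, but at least 10 CPM in every library kept only miR-30a-5p of the 7 in the test. Of the settings applied afterwards, no filter and the upper quartile over the tested miRNAs called all 7, and the quasi-likelihood test of all libraries in 1 fit called 5, but not miR-4454, at an adjusted p of 0.0568, and miR-371a-5p, at 0.137. For each of the 7, both MCS libraries lay on one side of both 2D libraries. The scaling of the libraries is argued against as the cause of these directions, since the largest median shift of the DLD1 log2 fold changes by any scaling was -0.45, with the upper quartile over the tested miRNAs chosen after seeing the data, with which miR-4488 kept 6.63 and miR-371a-5p -2.64. The size of the rises depended on single libraries. With each DLD1 library left out in turn they were 5.83 to 7.84 for miR-4488, 4.41 to 5.97 for miR-4497 and 1.99 to 3.74 for miR-7641, each lowest without replicate 1 of MCS. In HT29 cells, miR-7974 at -1.03 and miR-4454 at -2.50 fell as well, without passing the adjusted threshold. The 3 that rose, and miR-371a-5p, were too scarce in HT29 for the test. With no filter their HT29 log2 fold changes were 8.25 for miR-4488, 4.95 for miR-4497, 2.45 for miR-7641 and -4.24 for miR-371a-5p, with adjusted p of 0.0491, 0.158, 0.322 and 0.905 in the quasi-likelihood test, so only miR-4488 was called, at 2.23 CPM or less in each library. The sizes of these values mean little where a library has no counts, since they then rest on the small count that the fit adds. There were 0 counts of miR-4488 in both 2D libraries, of miR-4497 in 1 of them and of miR-371a-5p in both MCS libraries. Additional file 3 also has the 3 rises in HT29, 5.05-fold for miR-7641. What stays open is whether fragments of other noncoding RNAs were counted as miRNAs. The test of this was not run, because 276 of the 346 miRNAs tested in DLD1 (79.8%) had a hairpin sequence in the annotation, under the 80% set for it. The hairpins of miR-4488 and miR-4497 had a sequence, but were not compared with other RNAs. So for no miRNA are fragments and a response to MCS told apart here. The hairpins of miR-371a and miR-371b overlap, so their changes could come from the same reads. MIR4488 lies on chromosome 11 of GRCh37 from 61276068 to 61276129 on the plus strand and MIR4497 on chromosome 12 from 110271153 to 110271241 on the plus strand, both outside annotated host genes.

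For miR-30a-5p, both DLD1 libraries of MCS lay below both of 2D, and both HT29 libraries of MCS above both of 2D. Its log2 fold change was 1.01 in HT29, a difference of 3.50 from DLD1. The interaction had an adjusted p of 0.163 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so it did not pass the threshold. With TMM factors, RLE, library totals alone, DESeq2, at least 10 CPM in every library and no filter the difference was 3.50 to 3.98. The adjusted p were then 1.27e-09 to 0.147, and 3 of these 6 settings called it. With the replicate number as a block it was called, at 3.46 and an adjusted p of 4.10e-05 in the quasi-likelihood test. The labels tie libraries with the same number to no shared batch, so no pairing is established by this. Over the 250 miRNAs tested in both lines, 8 (3.2%) moved in opposite directions in every library and 40 (16%) moved in the same direction. Opposite responses were thus the less frequent. Chance gives 5.56% for independent libraries. Same-numbered HT29 libraries deviated together (correlation 0.788), so the 3.2% cannot be read against this. Of the 25 interactions with an unadjusted p-value under 0.05, 25 (100%) had the same sign in both replicate numbers, against 71.2% of all tested, but they were chosen on that p-value, which makes the test void, so the spread between the HT29 replicates cannot be told apart from a difference between the lines. The library kit differed between the cell lines and cannot be told apart from them, and the paper's text does not name how reads of related miR-30 members were counted. MIR30A lies on chromosome 6 of GRCh37 from 72113254 to 72113324 on the minus strand, in an intron of the lncRNA gene LINC00472.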

How the results depend on the processing

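The normalizations, the tests and the replicate block, for HT29 with and without it, had been fitted to the same counts in Additional file 3 before they were set as alternatives, and further settings chosen only after the result was seen are named as such.

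The number of DLD1 calls stayed between 126 and 160 under every alternative but the fit of all 8 libraries together, which called 31 and left 2 of the DLD1 clusters of Table 2. The cause was not tested. The set of DLD1 calls changed more than their number. Of the 144 main calls, 116 were also called, in either direction, with TMM factors, 131 with RLE and 101 with library totals alone. The exact test kept 142, the replicate block 136 and DESeq2 129. At least 10 CPM in every library kept 121, no filter 113 and the upper quartile over the tested miRNAs 90. The split of DLD1 calls between up and down did depend on the scaling, as given beside it.

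The HT29 count of 0 was 5 with edgeR's exact test, 11 with DESeq2, 3 with no filter, 13 with the unadjusted p-value and 3 in the fit of all libraries together. It was 7 with an alternative chosen after seeing the data, the exact test with at least 10 CPM in every library, the unadjusted p-value and a fold change that rounds to 1.5. It stayed 0 with TMM factors, RLE, library totals alone, at least 10 CPM in every library, a fold change that rounds to 1.5, no fold change threshold and, added afterwards, an upper quartile over the tested miRNAs. The count of miRNAs called in both lines was 2 with the exact test, 4 with DESeq2, 2 with no filter, 5 with the unadjusted p-value, 2 in the fit of all libraries and 4 with the alternative chosen after seeing the data. Interactions numbered 1 with TMM factors, 20 with DESeq2, 3 with no filter and 25 with the unadjusted p-value. The cause was not tested.

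With a replicate block, HT29 had 47 calls and 4 clusters, 21 miRNAs were called in the same direction in both lines, 16 of them up-regulated and 5 down-regulated, with 6 of Figure 1D among them, a further 2 were called in opposite directions, and 40 interactions passed, 24 of the 25 with an unadjusted p-value under 0.05 without the block among them. The labels tie libraries with the same replicate number to no shared batch. The correlation of their deviations across miRNAs was 0.338 in DLD1 and 0.788 in HT29, but 2 pairs per line are too few to establish a pairing.

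Without a test, the number of DLD1 miRNAs at least 1.5-fold different went from 161 to 168 over the fits that each left out 1 library. In HT29 it went from 119 to 156, at 156 without replicate 1 of MCS and 155 without replicate 2 of 2D, against 100 with all libraries. No test was run on the fits that left a culture with 1 library.

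Of the 488 values of named miRNAs with TMM factors, RLE, library totals alone, the exact test, DESeq2, at least 10 CPM in every library and the replicate block, 447 stayed on their side of the threshold in the same direction, 8 became weaker, 28 became stronger, 14 of them under the replicate block, and 5 reversed. The reversed ones were miR-215-5p in DLD1, at 0.05, which became -0.16 with TMM factors, -0.0741 with RLE, -0.33 with library totals and -0.0728 with DESeq2, and miR-26b-3p in HT29, at -0.19, which became 0.0347 with library totals. The cause was not tested. Of 71 values each in settings applied to the named miRNAs only afterwards, no filter left 68 the same, all libraries in 1 fit 54, with 15 weaker, and the upper quartile over the tested miRNAs 58, with 7 weaker and 4 reversed. Those were miR-20a-5p in DLD1, from 0.43 to -0.0258, miR-215-5p in DLD1, to -0.40, miR-29a-3p in HT29, from 0.26 to -0.0709, and miR-27b-3p in HT29, from 0.20 to -0.0193. The cause was not tested. Leaving out 1 library moved 94 values of named miRNAs by more than the replicate SD and left 190 the same. The 20 shares of counts moved by less than the SD of the replicates when only miRNAs with a mean of at least 10 CPM were counted.

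In counts simulated with the spread and depth of these libraries and 4-fold changes, the test missed part of the changed miRNAs in HT29 and none in DLD1. Spread and depth were not varied separately. An HT29 count of 0 does not show that nothing changed.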

Differences from the paper's values

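The normalizations, the tests and the replicate block, for HT29 with and without it, had been fitted to the same counts in Additional file 3 before they were set as alternatives, and tests chosen only after the result was seen are named where they stand.

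For HT29 the paper gives 32 differentially expressed miRNAs, against 0 here. Of the alternatives set before the deposited tables were examined, only the replicate block, with 47, comes within 1.5 times the paper's value. The paper gives 16 miRNAs called in both cell lines, against 0 here, and 21 with the replicate block, the only such alternative that comes within that range. Of these the paper gives 14 up-regulated, against 0 here and 16 with the replicate block, and 2 down-regulated, against 0 here, 5 with the replicate block and 1 with the unadjusted p-value, so that none of these alternatives comes within the range for the down-regulated ones. The paper gives 2 HT29 clusters, against 0 here, and none of these alternatives comes within the range, with 4 under the replicate block. The exact test combination chosen after seeing the values gave 1.

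Thresholds were also applied to the fold changes and p-values of Additional file 3 itself, in 42 combinations chosen after its values were seen. The unadjusted p-value, a fold change that rounds to 1.5 and at least 10 reads-per-million in every library gave 32 HT29 miRNAs, 21 of them up-regulated, 16 in both lines, all of them in Figure 1D, and 137 DLD1 miRNAs, 103 up-regulated. An FDR under 0.05, a fold change of 1.5 and a mean of at least 10 gave 139 in DLD1, 101 up-regulated, 24 in HT29 and 9 in both. In the authors' own FDR, 15 of the miRNAs of Figure 1D were under 0.05 in DLD1 and 10 in HT29, and 7 were at or above it in at least 1 line. The log2 fold changes of Additional file 3 and those here differed by a median of 0.00412 in DLD1 and 0.0172 in HT29.

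Some of the paper's statements on single miRNAs also differ from the values here. It names miR-210-3p as the most up-regulated in HT29. The log2 fold changes here were 5.59 for miR-1246 and 2.70 for miR-4485-3p against 2.63 for miR-210-3p. With each library left out in turn, miR-1246 was at 3.99 to 6.31 and miR-210-3p at 2.10 to 2.99, a range that holds the 2.70. The paper names miR-934 as the most down-regulated in HT29. Others were lower here, such as miR-100-5p at -4.98 and miR-4454 at -2.50, against -1.72 for miR-934. In DLD1, where the paper names miR-1246 and miR-9 as distinctly up-regulated and miR-371b-3p as down-regulated, miR-4488 and miR-4497 rose more than the former and miR-7974 and miR-4454 fell more than the latter. These comparisons were chosen after the values were seen, and they depend on the filter. With at least 10 CPM in every library, miR-210-3p was the most up-regulated in HT29 here. In DLD1 miR-1246 was then the most up-regulated and miR-371b-3p the most down-regulated. In HT29 miR-4454, miR-5094, miR-501-3p and miR-99b-5p were still lower than miR-934 with this filter. Their unadjusted p were 0.0555 to 0.198 in edgeR's quasi-likelihood test, against 0.0172 for miR-934, which alone among them was under 0.05. In Additional file 3 itself, with the combination that gave 32 HT29 miRNAs, miR-210-3p and miR-934 are the most changed in HT29, and miR-1246 and miR-371b-3p in DLD1, as the paper names them. There miR-4454 has an unadjusted p of 0.0651 in HT29. Without 1 of the libraries, its HT29 log2 fold change here was between -4.42 and -1.74. The paper attributes the read-length peak of HT29 to a high content of miRNAs that include miR-200b-5p, where it held 0.0287% of the counts in 2D, and the opposite arm 7.39%. It gives at least 2 miRNAs of the miR-23a/27a/24-2 cluster as differentially expressed in both lines. Among its leading strands only miR-27a-3p was called in DLD1 here, and none in HT29. In Additional file 3 itself, miR-27a-3p (1.87-fold) and miR-24-3p (1.71-fold) are under an FDR of 0.05 in HT29. In DLD1 miR-27a-3p (1.89-fold) and miR-23a-3p (1.48-fold) are under it there, the latter with a fold change that rounds to 1.5. In the same file miR-23a-3p in HT29 and miR-24-3p in DLD1 are not. With library totals alone, and with an upper quartile over the tested miRNAs applied only after the values were seen, miR-27a-3p was not called in DLD1 and miR-24-3p was called down-regulated. Figure 1D labels miR-26b-3p, whose log2 fold change in HT29 was -0.19 and which was not tested in DLD1, while the text names miR-26b-5p. The paper describes miR-10b-5p as aberrantly expressed in MCS. Here it rose in DLD1 and its HT29 log2 fold change was -0.45. It lists miR-378c and miR-589-5p in both lines. In DLD1 neither was called here, and miR-589-5p was called with TMM factors, RLE, library totals alone and DESeq2, and with an upper quartile over the tested miRNAs applied only after the values were seen. In HT29 neither was called here, and miR-378c was called with the replicate block. In Additional file 3 both are under an FDR of 0.05 in both lines, with DLD1 fold changes of 1.49 for miR-378c and -1.47 for miR-589-5p. Table 2 lists for DLD1 the clusters of miR-30c-1 and miR-30e, of miR-425 and miR-191, of miR-17 to miR-92a-1, of miR-24-2, miR-27a and miR-23a, and of miR-221 and miR-222, which did not reach 2 calls in the same direction here.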

Other observations

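The tests of the HT29 split for abundant miRNAs, library totals and GC content were chosen only after the result was seen, and the test of upper quartile scaling in DLD1 was written down only after the factors of each scaling and the size of their shifts had been seen.

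More DLD1 miRNAs were called up-regulated than down-regulated, and this excess may come from the upper quartile scaling, which was set by scarce miRNAs. The lowest share of up-regulated calls over TMM factors, RLE and library totals was 40.7%. Whether a few abundant miRNAs taking most of the counts had a part cannot be told apart here. With totals computed without the 10 most abundant miRNAs the median log2 fold change of the other 336 was -0.23, against -0.16 with the full totals, but with library totals there was no excess to account for. A higher level of many miRNAs in MCS was not tested apart from the scaling.

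The HT29 libraries split by replicate number more than by culture, with a correlation across miRNAs of 0.788 between the deviations of same-numbered libraries. The tests of different totals and of the shares of abundant miRNAs as the cause cannot decide. Libraries drawn from those of replicate 2 with the totals of replicate 1 gave a correlation of -0.0744. Drawn also with its shares of the 10 most abundant miRNAs, they gave -0.0493 over the other miRNAs, for which the sequenced libraries gave 0.778. Apart from the shares imposed, such draws differ from replicate 2 only by independent counting error, so the lack of a correlation was built in. They show only that counting error at those totals makes no such split. The values argue against the GC content of whole hairpins as the cause, for the miRNAs with a hairpin sequence. A smooth trend on it accounted for 1.451% of the variance of the differences between replicates over 252 miRNAs. The abundant miR-10a-5p had no hairpin sequence, and the GC content of the mature sequences was not examined. MiRNAs are not independent replicates. Arms of one hairpin did not differ together between the HT29 replicates, with a Pearson correlation of 0.0515 over 75 hairpins (Spearman 0.0193, one-sided permutation p = 0.331, with 0.194 the highest 95% of shuffled arms reach). The same held in DLD1, at 0.0577 over 84 hairpins (permutation p = 0.302), where the SD of the differences was 0.306 against 1.07 in HT29, so it is not specific to the HT29 split. It could fit each mature sequence being caught differently in the rounds of library preparation, a candidate explanation that the design gives no batch to separate from the cultures' own differences.

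The log2 fold changes of the 5p and 3p arms of a hairpin were correlated across hairpins, which are not independent replicates. In DLD1, Pearson's r was 0.742 and Spearman's rho 0.663 over 84 hairpins (one-sided permutation p = 0.0001, the smallest they can give, adjusted 0.0002). In HT29, r was 0.246 and rho 0.144 over 75 hairpins (permutation p = 0.0152, adjusted 0.0152), with 0.188 the highest 95% of shuffled arms reach. This may reflect a change in the amount of the hairpin as a hypothesis, while a scaling of the libraries moves both arms alike and leaves the correlation as it is.

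Across the 250 miRNAs tested in both lines, the log2 fold changes had a Pearson correlation of 0.453 and a Spearman correlation of 0.409 (one-sided permutation p = 0.0001, the smallest they can give), and 65.6% had the same sign. Within replicate number 1 r was 0.387 and within number 2 0.455. The comparisons share no library. A response shared by both cell lines may explain it, with miRNAs not being independent replicates.

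Neighbouring miRNAs, with hairpins within 10 kb, were compared by their leading strands. In DLD1 the median absolute difference in log2 fold change was 0.40 over 98 pairs of 86 miRNAs, against 0.87 in shuffled pairs (permutation p = 0.0001, the smallest they can give, adjusted 0.0002). In HT29 it was 0.50 over 84 pairs of 81 miRNAs, against 0.59 (permutation p = 0.0838, adjusted 0.0838), so that no closeness was shown there. Shared regulation of neighbours is a candidate explanation in DLD1, and it stays a hypothesis, since reads shared by related neighbours could act alike.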
